# Essential role for cyclic-AMP responsive element binding protein 1 (CREB) in the survival of acute lymphoblastic leukemia

**DOI:** 10.18632/oncotarget.3911

**Published:** 2015-05-06

**Authors:** Naomi E. van der Sligte, Kim R. Kampen, Arja ter Elst, Frank J.G. Scherpen, Tiny G.J. Meeuwsen-de Boer, Victor Guryev, Frank N. van Leeuwen, Steven M. Kornblau, Eveline S.J.M. de Bont

**Keywords:** acute lymphoblastic leukemia, cyclic-AMP responsive element binding protein, CREB, targeted therapy

## Abstract

Acute lymphoblastic leukemia (ALL) relapse remains a leading cause of cancer related death in children, therefore, new therapeutic options are needed. Recently, we showed that a peptide derived from Cyclic-AMP Responsive Element Binding Protein (CREB) was highly phosphorylated in pediatric leukemias.

In this study, we determined CREB phosphorylation and mRNA levels showing that CREB expression was significantly higher in ALL compared to normal bone marrow (phosphorylation: *P* < 0.0001, mRNA: *P* = 0.004). High CREB and phospho-CREB expression was correlated with a lower median overall survival in a cohort of 140 adult ALL patients. ShRNA mediated knockdown of CREB in ALL cell lines blocked leukemic cell growth by inducing cell cycle arrest and apoptosis. Gene expression array analysis showed downregulation of CREB target genes regulating cell proliferation and glucose metabolism and upregulation of apoptosis inducing genes. Similar to CREB knockdown, the CREB inhibitor KG-501 decreased leukemic cell viability and induced apoptosis in ALL cell lines, as well as primary T-ALL samples, with cases showing high phospho-CREB levels being more sensitive than those with lower phospho-CREB levels.

Together, these *in vitro* findings support an important role for CREB in the survival of ALL cells and identify this transcription factor as a potential target for treatment.

## INTRODUCTION

Acute Lymphoblastic Leukemia (ALL) is the most common pediatric malignancy, comprising almost 25% of all cancers diagnosed among children [1]. Based on immunophenotype, ALL can be classified in two major subtypes; B-cell precursor lineage (BCP-ALL) and T-cell lineage (T-ALL). The clinical outcome of children with ALL remains favorable, with an overall five-year event-free survival rate up to 90% [2]. However, relapse remains common and cure after relapse is difficult to achieve in children [3]. Improvements in outcome obtained over the past few decades are largely attributed to optimization of combination chemotherapy. However, further improvements in outcome appear to be limited by chemotherapy related toxicity [4]. Therefore, treatment approaches using the new generation of available kinase inhibitors targeting leukemia-specific proteins with reduced toxicity may further improve conventional therapeutic strategies.

Recently, we determined kinase activity profiles in primary pediatric ALL, acute myeloid leukemia (AML), and chronic phase chronic myeloid leukemia (CML-CP) samples using kinase activity profiling [5, 6]. These results revealed significantly elevated phosphorylation of a peptide derived from cyclic (c)-AMP responsive element binding protein, phosphorylated on tyrosine 134 and serine 133 (CREB_Y134/S133) in all leukemic samples compared to normal bone marrow (NBM). No significant differences in CREB_Y134/S133 peptide phosphorylation were observed between leukemia subtypes.

The transcription factor CREB acts downstream of major signaling pathways, including cAMP-dependent protein kinase A (PKA), mitogen-activated protein kinases (MAPK) via ribosomal protein S6 kinase (RPS6KA1), and phosphatidylinositol 4, 5-bisphosphate 3-kinase (PI3K) / Akt [7, 8]. After phosphorylation on serine 133, CREB binds to the CREB binding protein (CBP) to regulate the transcription of various target genes involved in cell proliferation, differentiation and survival [8]. In normal hematopoietic cells, previous studies have detected a higher CREB expression in progenitor cells (e.g. CD34^+^ cells) compared to differentiated cells [9]. Numerous studies have investigated the role of CREB in myeloid leukemia [9–12]. Since CREB is frequently expressed in bone marrow cells of patients with both myeloid and lymphoid acute leukemias and below detectable levels in remission samples, it was hypothesized that CREB might regulate essential cell functions in these leukemic cells [9, 10, 13]. Additionally, high CREB expression was found to be associated with an increased risk of AML relapse [10]. CREB downregulation in myeloid leukemia cell lines led to a decrease in cell growth and viability *in vitro* and suppression of leukemia progression followed by a pro-longed overall survival in a murine imatinib resistant CML model [9]. In pediatric AML, it was shown that miR-34b promoter hypermethylation causes CREB overexpression [11]. Hypermethylation of the miR-34b promoter and subsequent higher CREB protein levels were found in 66% of the pediatric AML patients [12]. Despite the multitude of studies into the role of CREB in myeloid leukemias, the relationship between CREB expression levels and outcome and the applicability of CREB as a potential druggable target in ALL has not been examined.

In this study, we have correlated CREB expression in primary ALL patients to outcome. Moreover, we have studied the effects of a loss of CREB function on ALL survival and gene expression profiles using shRNA mediated knockdown of CREB or a CREB inhibitor (KG-501).

## RESULTS

### High CREB expression in pediatric ALL

Previously, using our kinome profiling set, we showed that phosphorylation of a CREB-derived peptide containing residue serine 133, a key residue in the regulation of CREB mediated gene expression, was among the most strongly phosphorylated peptides in the ALL samples [6, 24]. Moreover, the CREB_S133 peptide was more highly phosphorylated in T-ALL compared to BCP-ALL (4995.27 and 3904.16, respectively, *P* = 0.024) [6].

In order to define a role for CREB expression in ALL and to compare the expression levels between T-ALL and BCP-ALL, we first determined *CREB* mRNA levels. Relative *CREB* mRNA levels were consistently higher in ALL compared to normal bone marrow (*P* = 0.004, Figure 1A). *CREB* expression levels did not differ between BCP-ALL and T-ALL (*P* = 0.580, Figure 1A).

**Figure 1:**
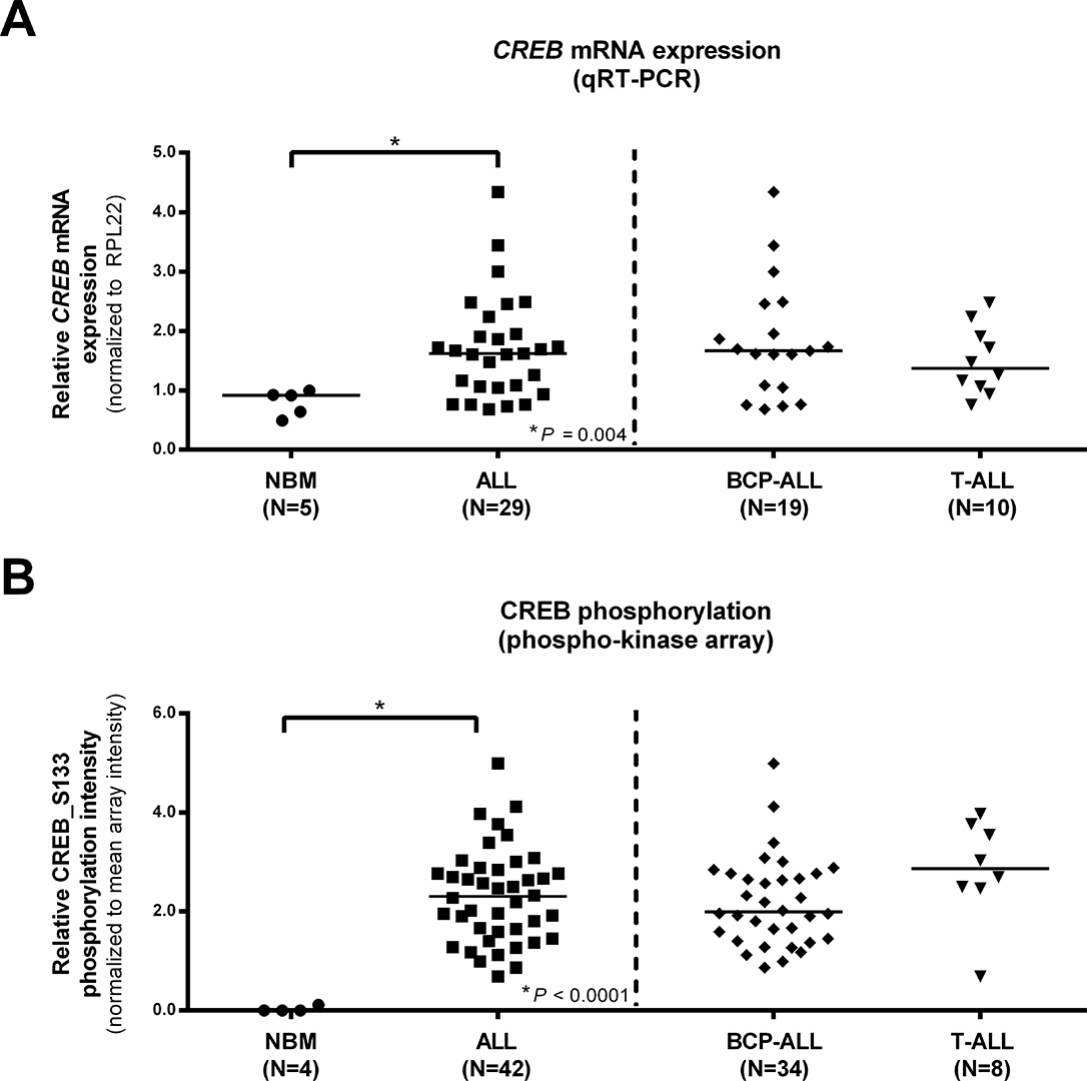
Normalized CREB expression profiles in pediatric ALL and normal bone marrow (NBM) mononuclear cells *CREB* mRNA expression levels for normal bone marrow and ALL patients, ALL patients are displayed as a group and distinguished based on immunophenotype **A.** CREB_S133 phosphorylation determined using phospho-kinase arrays for normal bone marrow and ALL patients. ALL patients are again shown as one group and distinguished based on immunophenotype **B.** Asterisks (*) indicate significant differences (*P* < 0.05) of normal bone marrow vs ALL or BCP-ALL vs T-ALL as determined by the Mann-Whitney *U* test. Horizontal bars indicate median values.

Phosphorylation levels of CREB_S133 were analyzed using phospho-kinase arrays. Overall phosphorylation intensities of the 46 protein kinases on the array were higher in the pediatric ALL samples compared to the normal bone marrow samples (Supplementary Figure 1 and Supplementary Table 4). Consistent with earlier reports, a prominent difference in phosphorylation intensities between normal bone marrow and leukemia samples was observed for CREB_S133 phosphorylation (Figure 1B) [13]. Normalized CREB_S133 phosphorylation intensities showed an 83-fold increase in primary pediatric ALL compared to normal bone marrow (mean normalized phosphorylation intensities of 2.32 and 0.028, respectively, *P* < 0.0001, Figure 1B). Phosphorylation intensities did not differ between T-ALL and BCP-ALL (2.84 and 2.19, respectively, *P* = 0.069, Figure 1B). As expected, we observed no correlation between *CREB* mRNA expression levels and CREB_S133 phosphorylation intensities (r_s_ = 0.142, *P* = 0.529).

### High CREB expression and phosphorylation is associated with reduced overall survival in adult primary ALL blasts

As a high CREB expression was found to be associated with poor outcome in AML, we investigated the relationship between estimated event-free survival rates and CREB phosphorylation for 42 pediatric ALL patients. Patients were divided into two groups based on CREB phosphorylation levels (above and below mean CREB phosphorylation intensities). In spite of the small number of patients, we observed that patients with high CREB phosphorylation levels trended towards a lower event-free survival relative to patients with low phosphorylation levels (*P* = 0.073, Figure 2).

**Figure 2:**
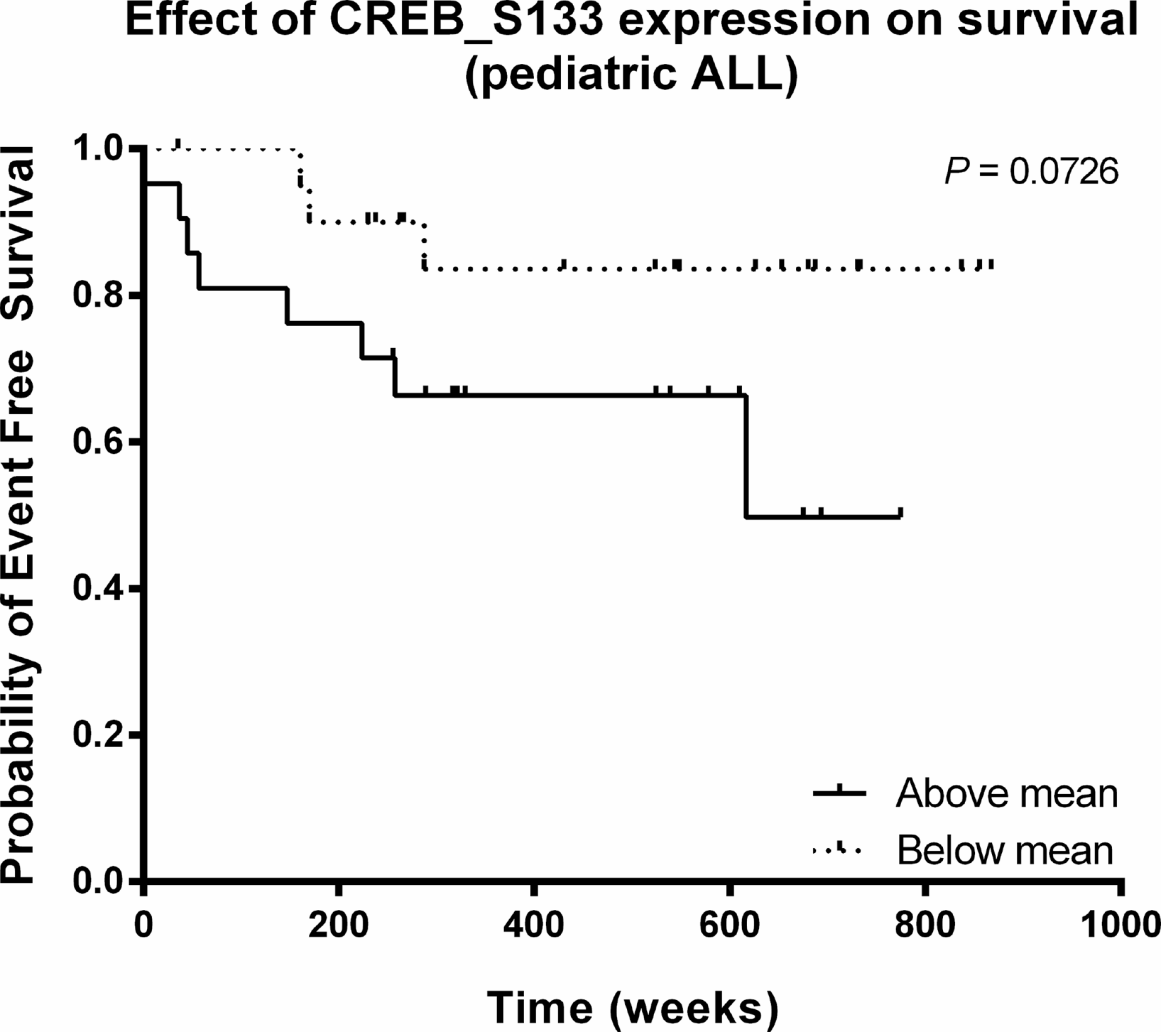
Relationship between CREB phosphorylation and event-free survival in pediatric ALL Kaplan-Meier plot of event-free survival time as function of CREB phosphorylation. The estimated event-free survival time appeared to be lower for patients with high CREB phosphorylation intensities (*P* = 0.073).

As we observed a trend in our small pediatric cohort, we interrogated a previously described reverse phase protein array (RPPA) data set of 140 newly diagnosed mostly young adult ALL patients (Figure 3, Supplementary Table 5A and 5B) [15]. In this dataset, normal bone marrow CD34^+^ cells were used as comparison since these cells are known to have high CREB expression levels [9]. CREB expression and CREB_S133 phosphorylation was found to be above that of normal CD34^+^ cells in 17.1% and 5.0% of the ALL patient samples, respectively, while 25.7% (CREB) and 66.4% (phospho-CREB_S133) of the primary ALL samples showed expression below that of normal bone marrow CD34^+^ cells (Figure 3A and 3B, Supplementary Table 5A). To investigate the prognostic value of CREB and phospho-CREB expression levels, we examined the relationship between overall survival rates and CREB expression and phosphorylation. Patients were divided into three groups based on expression levels (below normal, normal, and above normal protein expression levels compared to the 90 interpercentile of normal bone marrow CD34^+^ protein expression levels). Although CREB_S133 protein phosphorylation was high in only 7 patients, both high CREB and phospho-CREB_S133 levels were found to be associated with a poor outcome compared to normal or below normal expression levels (Figure 3C and 3D). Patients with high CREB expression or phospho-CREB_S133 levels showed a lower median overall survival (68 and 33 weeks, respectively) compared to patients with normal levels (CREB and phospho-CREB_S133 both 198 weeks, *P* = 0.002 and *P* = 0.001, respectively) or below normal levels (181 and 182 weeks, *P* = 0.015 and *P* < 0.001, respectively, Figure 3C and 3D). We conclude from these results that high expression or activity of CREB is associated with an unfavorable prognosis in ALL.

**Figure 3:**
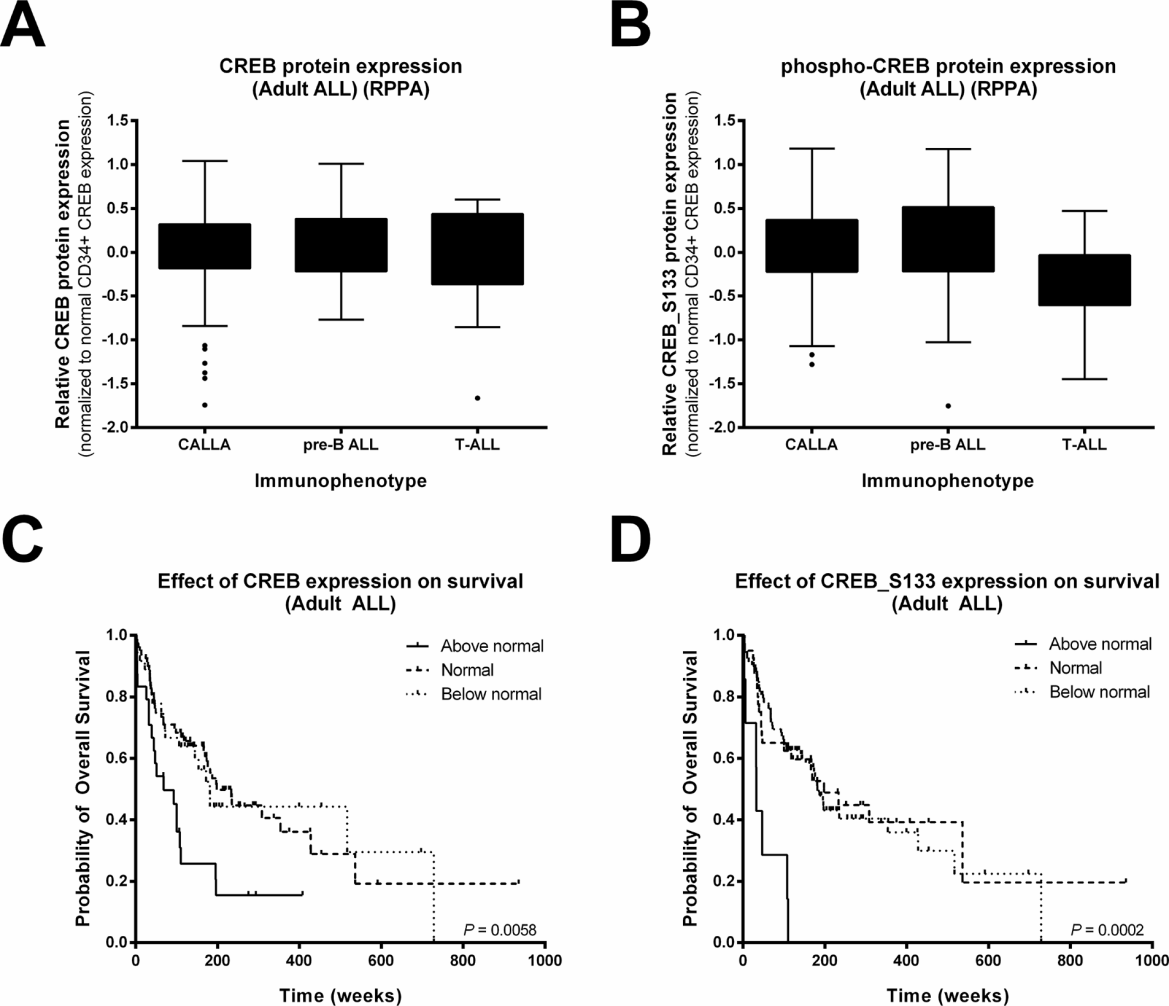
High CREB expression and phosphorylation is associated with reduced overall survival in adult ALL Box-plots of CREB **A.** and phospho-CREB **B.** protein levels of 140 Ph-negative adult ALL patients distinguished based on immunophenotype. Expression levels were normalized using normal CD34^+^ cells as a comparison because of their known high CREB expression. To determine the overall survival, patients were divided into three groups based on CREB **C.** and phospho-CREB **D.** expression levels. The proportion of surviving patients was lower for patients with high CREB or phospho-CREB expression levels compared to patients with an expression at normal CD34^+^ levels (*P* = 0.002 and *P* = 0.001, respectively) or below normal CD34^+^ levels (*P* = 0.015 and *P* < 0.001, respectively)

### shRNA-mediated downregulation of CREB reduces cell growth and cell viability

Since CREB expression and activity appears to be higher in ALL cells compared to normal bone marrow, CREB may represent an important signaling protein both in pediatric and adult ALL. Hence, we investigated the role of CREB on leukemic cell survival performing shRNA mediated knockdown of CREB in four ALL cell lines using three different shRNAs. CREB protein expression levels were reduced in all cell lines, albeit with variable efficiencies. Despite multiple transductions, shCREB1, while highly effective in the other cell lines, produced only a minimal reduction in expression (85% of shControl cells) in the Molt4 cells. In all other cases, a reduction in protein expression levels ≤ 55% of the shControl transduced cells was observed (Figure 4, left panels). Moreover, we observed that CREB knockdown effectively impaired leukemic cell growth in these four cell lines ranging from 30% in RS4;11 up to 96% in Jurkat and Nalm6 (Figure 4, right panels).

**Figure 4:**
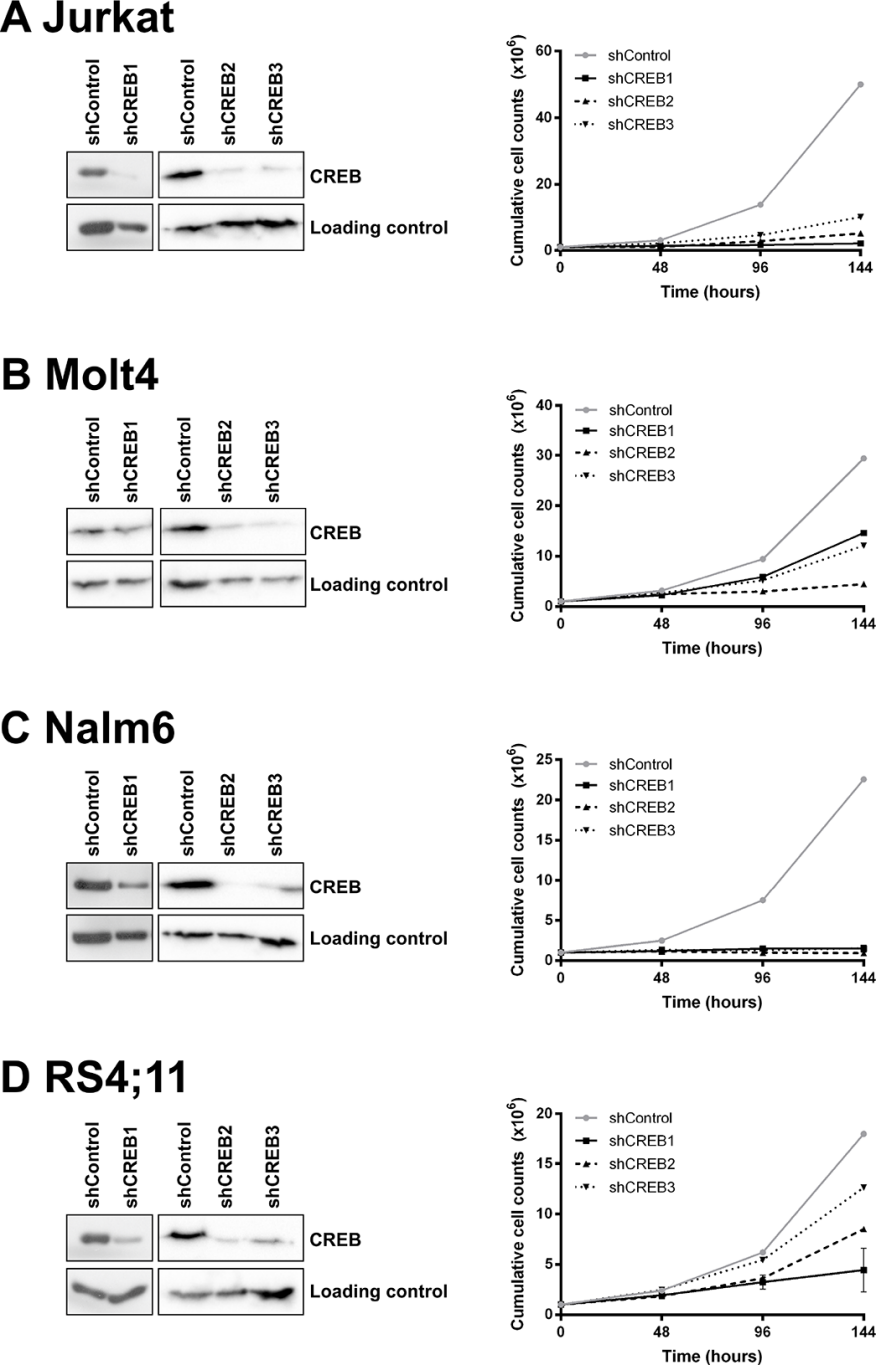
CREB is essential for leukemic cell growth and viability CREB is successfully downregulated in 4 ALL cell lines using three different CREB shRNAs. Downregulation was confirmed by Western blot analysis as shown in de left panels. Growth curve analysis shows that CREB downregulation results in a decrease in cell growth (right panels). Growth was measured in duplicate by absolute cell counts every 48 hours using a Coulter Counter. The results are shown as mean ± standard deviation.

To explain the dramatic effect of CREB knockdown on cell growth, we studied the consequences of CREB knockdown on cell cycle progression and apoptosis. Cell cycle analysis for Jurkat, Nalm6, and RS4;11 revealed that CREB knockdown decreased the percentage of cells in S and G_2_/M phases with a concomitant increase of cells in the apoptotic sub-G_0_/G_1_ and / or G_0_/G_1_ phases, consistent with a cell cycle arrest (Figure 5A). No cell cycle analysis was performed on Molt4 transduced cells since this is an aneuploid cell line. Complementary to the increase of cells in the apoptotic sub-G_0_/G_1_ phase, Annexin-V staining showed an increase in apoptotic cell numbers for the shCREB transduced cells at the 144 hour time point as compared to the 0 hour time point, which was not observed in cells transduced with a scrambled shRNA control (Figure 5B).

**Figure 5:**
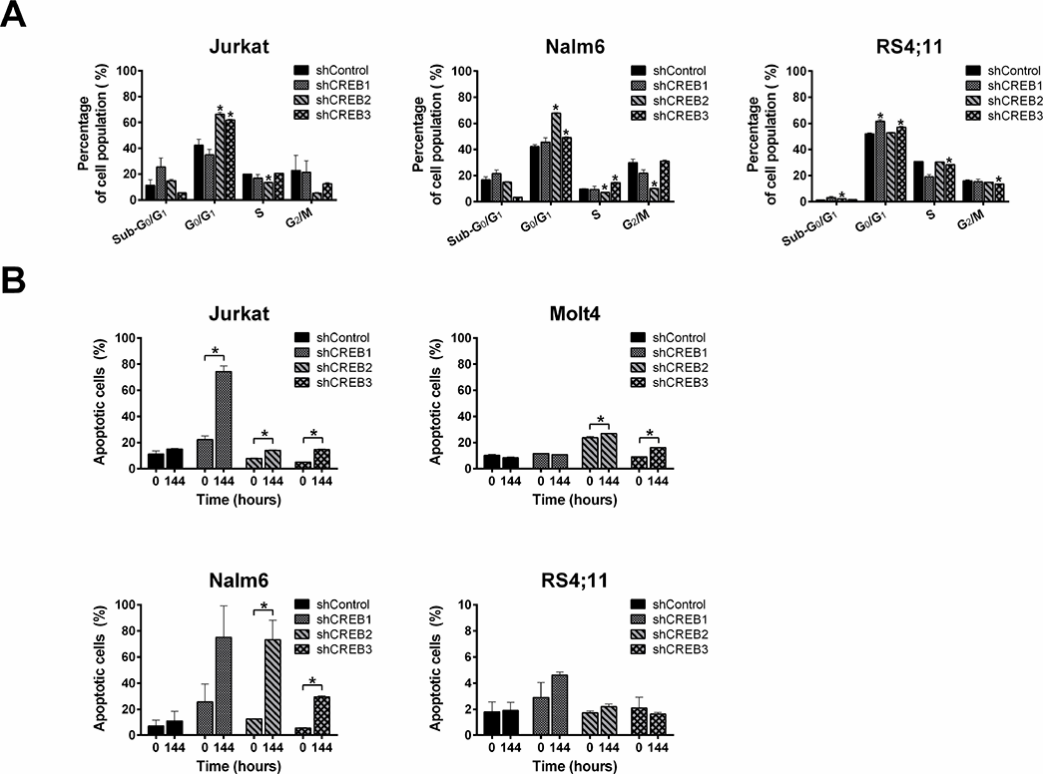
CREB downregulation induces cell cycle arrest and apoptosis Cell cycle analysis shows a reduction in the percentage of cells in S and G_2_/M phases with a concomitant increase of cells in sub-G_0_ and G_0_/G_1_ phases in comparison with shControl **A.** Annexin-V staining shows an increase in apoptotic cell numbers for CREB downregulated cells as compared to control transduced cells **B.** The results are shown as mean ± standard deviation. Asteriks (*) indicate significant differences (*P* < 0.05) by Student *t*-test.

### Gene expression profiling of CREB knockdown cells

Gene expression profiling was performed to examine genetic consequences that resulted from shRNA mediate knockdown of CREB in the four ALL cell lines Jurkat, Nalm6, Molt4, and RS4;11 using shCREB2 and shCREB3. 

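RNA of the T-ALL lines Jurkat and Molt4 and of the BCP-ALL lines Nalm6 and RS4;11 was measured on 12 Illumina BeadChip arrays. Each of the 4 cell lines was transduced with shControl (a scrambled shRNA), shCREB2 or shCREB3, and each line with each vector was measured on 1 array. The cell line is therefore the replicate, with 4 arrays per vector, and the number of arrays limits the precision. The authors deposited signals per probe that were not normalized, with detection p-values, and a table of gene means that were quantile-normalized and on a natural log scale. In 98.1% of the deposited signals the decimal mark had been lost, and it was restored with the help of the table of gene means. For genes with several probes, the restored mean differed from the one expected from the deposited mean by a median of 0.000937%, taken on the natural log scale. The marks were placed to make this difference smallest, so it is no independent check. The second-best placement differed by a median of 148% in the same measure. Between 14320 and 15660 of the 47323 probes passed a detection p-value under 0.01 per array, and the median signal per array lay between 117 and 129. The restored signals were quantile-normalized between the 12 arrays and log2-transformed, as the paper's methods state. A gene was kept when a probe passed the detection p-value on at least 4 arrays, and the brightest of its probes stood for it, which left 12498 genes. For the effect common to both shRNAs, shCREB2 and shCREB3 were averaged within each line and compared with the shControl of that line by limma over the 4 lines. Each shRNA alone was compared with shControl in 1 limma fit of all 12 arrays with the cell line as a block. All p-values were adjusted by the method of Benjamini and Hochberg, and a gene passed the test at an adjusted p under 0.05. Arrays of the same line correlated at 0.968 to 0.997 and arrays of different lines at 0.874 to 0.982. The array of Nalm6 with shCREB2 stood apart from the others, with 0.970 as its highest correlation against at least 0.987 for every other array.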

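CREB1, the gene that encodes CREB and that both shRNAs target, did not fall at the mRNA level on the arrays labelled shCREB2 and shCREB3. Its log2 signal in Jurkat was 11.46 with shControl, 11.45 with shCREB2 and 11.62 with shCREB3. In Molt4 the log2 signal was 11.70, 12.02 and 12.16 in the same order, and in Nalm6 it was 11.84, 12.14 and 12.11. RS4;11 had log2 signals of 12.01, 11.72 and 12.25. With both shRNAs averaged, the log2 fold change of CREB1 was 0.18 (standard error 0.07, n = 4 lines, 95% confidence interval 0.01 to 0.35, adjusted p = 0.20 from limma), and CREB1 was higher on 6 of 8 arrays. The difference was 0.08 for shCREB2 (standard error 0.10, adjusted p = 0.66 from limma, higher in 2 of 4 lines) and 0.28 for shCREB3 (standard error 0.10, adjusted p = 0.17 from limma, higher in 4 of 4 lines). The CREB1 probe passed the detection p-value on 12 of 12 arrays, and a second detected probe of the gene differed by 0.16. Without Molt4 the difference for shCREB2 was −0.00047. The mRNA of the targeted gene thus shows no knockdown. Its rise did not pass the test over all genes. Unadjusted, p was 0.039 from limma for both shRNAs averaged and 0.016 for shCREB3. For the average the confidence interval lies above 0, so the fall that a knockdown of the mRNA would give was not seen. Whether the labels are right cannot be told from CREB1 alone. Directions are therefore given for the arrays labelled shCREB2 and shCREB3. The Western blots of the paper (Figure 4) show less CREB protein after transduction, a different measure, which does not settle the labels of the arrays.

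**Figure D1:**
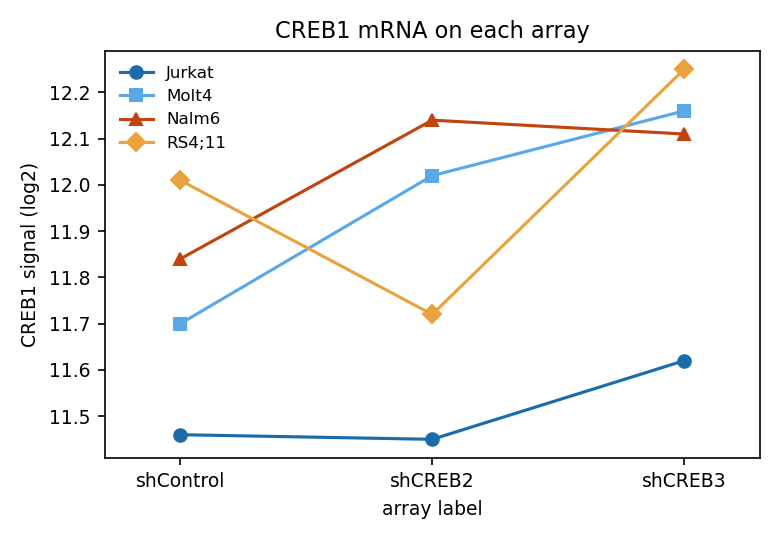
Log2 signal of CREB1 (vertical axis) for each cell line and vector, with 1 point per array. No shCREB3 array lies below the shControl array of its line, and the values range from 11.45 in Jurkat to 12.25 in RS4;11.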

Since CREB was shown to act either as a transcriptional activator (when phosphorylated) or as a repressor, we were interested in genes that were either up- or downregulated [25]. 

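On the arrays labelled shCREB2 and shCREB3, where CREB1 mRNA itself was not lower, DYNLRB1, HSD17B10 and EVI5L rose most and PSAT1, PHGDH and RFC3 fell most among the genes past the test for both shRNAs averaged. DYNLRB1, a light chain of the dynein motor, rose by 1.20 on the log2 scale (standard error 0.20, n = 4 lines) and IFT122, of intraflagellar transport, by 0.49. HSD17B10, a mitochondrial dehydrogenase, rose by 0.77 (standard error 0.09), with 0.66 for a probe under its older symbol HADH2, and EVI5L, a regulator of Rab GTPases, by 0.77. ATOX1, a copper chaperone, rose by 0.56, VPS26A of the retromer by 0.50 and GTF2H1 of transcription factor IIH by 0.46. RNU1-5 and RNU1G2, genes of the U1 small nuclear RNA, rose by 0.58 and 0.55. RFC3, a subunit of the clamp loader of DNA replication, fell by 1.20 (standard error 0.16), CSTB, an inhibitor of cathepsins, fell by 1.07, and the deubiquitinase USP38 by 1.03 (standard error 0.13). C19ORF12 fell by 1.02, the small GTPase RAB8B by 0.92, FAM64A by 0.85, the lipid kinase PIP4K2A by 0.85 and PPPDE2 by 0.77. Each of these genes changed in the same direction on all 8 arrays, with adjusted p from 0.0466 to 0.0489 from limma. In all, 41 genes rose and 97 fell, and 36 and 57 of them had the same direction on all 8 arrays, but with median scaling of the arrays 126 rose and 121 fell. The calls lie close to the threshold: 0 genes passed with the deposited normalized values, with background correction by detection p-values or with the mean of a gene's probes. The same held with all 12 arrays in 1 fit and with cell lines as unpaired replicates. Leaving out any array of Jurkat or Molt4, or either shCREB array of Nalm6, also left 0 genes. A line without its shControl array drops out of this fit as a whole. Without Nalm6 or its shControl 67 rose and 153 fell, and without RS4;11 or its shControl 147 rose and 289 fell. Without the shCREB2 array of RS4;11 13 rose and 42 fell, and without its shCREB3 array 161 and 258.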

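Genes past the test of the average did not always change with both shRNAs. CSTB, the inhibitor of cathepsins, had a log2 fold change of −0.07 for shCREB2 and −2.07 for shCREB3. The kinase MAPK3 also passed, with 0.19 for shCREB2 and −1.60 for shCREB3, as did ZMYND11, with −1.21 and 0.25. PIP4K2A and PPPDE2 had changes of −1.40 and −1.28 for shCREB2 and of −0.29 and −0.27 for shCREB3, whereas USP38 had −1.10 and −0.96. With shCREB2, 477 genes rose and 536 fell against shControl, and with shCREB3 56 rose and 148 fell (175 and 105 with median scaling of the arrays). In both shRNAs, 14 genes rose and 26 fell at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05 from limma in both, 332 genes were higher and 266 lower, and 506 were higher and 177 lower with median scaling. A further 144 genes had such a p in both shRNAs but in opposite directions. If the 2 comparisons were independent, 151.1 higher and 132.4 lower would come about, but they share their controls. The paper's table names Student's t-test instead, and on the same genes the methods' t-test gave 275 in both when paired and 76 when unpaired. Across genes, which are not independent replicates, the log2 fold changes of shCREB2 and shCREB3 correlated at 0.24. Both share the same 4 controls, and simulated unchanged groups that shared simulated controls correlated at 0.50, which sharing alone gives. The observed covariance of 0.0076 exceeded the simulated 0.0046 by 0.0030. With shCREB2 taken from 2 lines and shCREB3 from the other 2, each against its own controls, the mean correlation was 0.14. Differences between lines and the smaller number of arrays also enter this value. The adjusted count in both shRNAs was 0 without Jurkat or Molt4 and 114 without shCREB2 of Nalm6, the array that stood apart. Leaving out 1 array gave 54 (shControl of Molt4) to 1505 genes (shCREB2 of RS4;11) for shCREB2 and 0 (shControl or shCREB3 of Jurkat, Molt4 or Nalm6) to 837 genes (shCREB2 of Nalm6) for shCREB3. Without the line Jurkat or Molt4, 0 genes passed for either shRNA. With only the 8 arrays compared, 0 genes passed for shCREB2, while 362 rose and 452 fell for shCREB3, so the order of the 2 shRNAs turned.

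**Figure D2:**
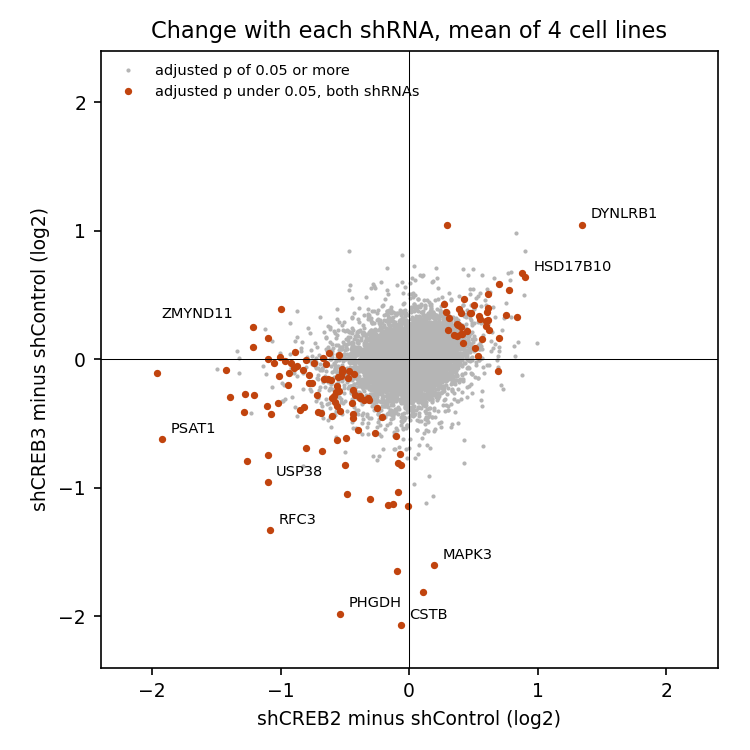
Log2 fold change of each of 12498 genes with shCREB2 (horizontal axis) and with shCREB3 (vertical axis) against shControl, as the mean over 4 cell lines. Genes past the test for both shRNAs averaged are coloured, and some of them lie along an axis, such as CSTB at −2.07 with shCREB3.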

We identified 1, 022 genes that were significantly up- or downregulated in both shCREB2 and shCREB3 versus shControl transduced cells (*P* < 0.05, Supplementary Table 6). To identify more specific CREB target genes within the list of differentially expressed genes we correlated differences in gene expression to the amount of CREB knockdown. 

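CREB protein from the blots was not analysed here, so the nearest measure, CREB1 mRNA, was set against the genes of Supplementary Table 6. TFDP1, the dimer partner of the E2F factors, had r = −0.74 with CREB1 across the 12 arrays (exact permutation p = 0.0062) and rho = −0.78 (exact permutation p = 0.0116). PKM2 and SHMT2, enzymes of glycolysis and of serine and glycine metabolism, had r of −0.72 and −0.72 (exact permutation p = 0.0093 and 0.0077) and rho of −0.77 and −0.84 (exact permutation p = 0.0085 and 0.0062). DEDD2, a death effector domain protein, had r of 0.71 and rho of 0.80 (exact permutation p = 0.0216 and 0.0054), and GPI and PHGDH had r of −0.66 and −0.68 (exact permutation p = 0.0193 and 0.0131) and rho of −0.77 and −0.73 (exact permutation p = 0.0093 and 0.0069). After leaving out the 2 arrays farthest from the median of CREB1, r was −0.75 for TFDP1, −0.76 for PKM2, −0.75 for SHMT2, 0.79 for DEDD2, −0.78 for GPI and −0.74 for PHGDH. STAT6, PSMD5 and BNIP2 also had an exact permutation p under 0.05 by r, but the other genes the paper names did not. Among those, r was −0.25 for PSAT1, −0.24 for ALDOC, −0.22 for MCM10 and 0.30 for BAD (exact permutation p = 0.49, 0.57, 0.52 and 0.46). Values were centred within each line, and the 3 arrays of a line were exchanged in all 1296 arrangements, in a 2-sided test. Of 689 listed genes measured here, 124 had an exact permutation p under 0.05 by r and 15.4% by rho, and 0 passed after Benjamini-Hochberg adjustment (smallest adjusted p 0.257 by r and 0.22 by rho, shared by several genes). All 62 genes listed as upregulated were positively and all 62 listed as downregulated were negatively related to CREB1 mRNA, and 114 of the 1296 arrangements gave at least as many genes. The median r was 0.46 for the 370 upregulated and −0.42 for the 319 downregulated genes, but −0.15 and 0.20 within the 8 arrays labelled shCREB2 or shCREB3. CREB1 mRNA was higher on most of these 8 arrays, so the relation over all arrays in part restates the difference from shControl. The count was 14 without Molt4 and 292 without shCREB2 of RS4;11, and with median scaling it was 121 up and 45 down.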

Of the 535 upregulated genes, 510 genes were inversely correlated with CREB protein expression, and 463 genes were correlated to the 487 downregulated genes (Pearson's correlation, *P* < 0.05, Supplementary Table 6). The list of downregulated genes included putative CREB target genes regulating cell proliferation and cell cycle e.g. *CIAO2, CSNK1A1, MCM10, PAFAH1B1, PSMD5, STAT6, TFDP1, UBE2V1*, and *UBE2V2*. 

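MCM10, which acts in the initiation of DNA replication, had a log2 fold change of −0.59 on the arrays labelled shCREB2 and shCREB3 (standard error 0.11, n = 4 lines, adjusted p = 0.0503 from limma, lower on 8 of 8 arrays). PAFAH1B1, a regulator of dynein, had −0.49 (standard error 0.09, adjusted p = 0.051 from limma, lower on 8 of 8 arrays). UBE2V2 and UBE2V1, variants of ubiquitin-conjugating enzymes, had −0.50 and −0.18, and TFDP1, which pairs with E2F, had −0.41. STAT6, a transcription factor of cytokine signals, had −0.26, PSMD5, a chaperone of proteasome assembly, −0.23, and CIAO1 −0.17 (the table of the paper lists CIAO1). CSNK1A1, a casein kinase, had −0.02 (adjusted p = 0.84 from limma, lower on 4 of 8 arrays), and its sign turned with median scaling of the arrays. For both shRNAs averaged, none of these 9 genes passed the test over all genes, and 8 were lower adjusted over the list alone, which is not independent evidence because the study chose them on these samples. With shCREB2 alone MCM10, UBE2V2, PAFAH1B1, STAT6 and UBE2V1 fell past the test over all genes, and with shCREB3 alone TFDP1 and PSMD5, calls that were lost without Jurkat or Molt4. Of 38 genes of DNA replication and G1/S, 1 fell (RFC3), and 3 fell adjusted over the list alone. Their median log2 fold change was −0.15 (adjusted p = 3.3e-07 from limma's camera, and adjusted p = 0.475 with an estimated correlation), and POLA1, a DNA polymerase subunit, had −0.65. Of 40 genes of G2/M and mitosis, 1 fell (FAM64A), and 9 fell adjusted over the list alone, with a median of −0.14 (adjusted p = 2.9e-07 from camera, and again 0.475 with an estimated correlation). The mitosis median was −0.24 with shCREB2 but −0.0068 with shCREB3 (adjusted p = 0.49 from limma's camera), and that of replication −0.25 and −0.08. In Nalm6, whose shCREB2 array stood apart, the medians were −0.54 for replication and −0.50 for mitosis, against −0.09 to −0.02 for replication and −0.08 to −0.03 for mitosis in the other lines. Without Nalm6 the adjusted p was 0.027 for replication and 0.013 for mitosis, and without its shCREB2 array alone the medians were −0.079 and −0.035. Small noncoding RNAs, whose yield varies with RNA preparation, were higher on the same arrays, with a median of 0.34 over 17 genes.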

Of the known CREB target genes we observed upregulation of *BAD, BNIP2,* and *DEDD2*, genes implicated in the induction of apoptosis.

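BAD, which binds and blocks BCL2 proteins, had a log2 fold change of 0.24 on the arrays labelled shCREB2 and shCREB3 (standard error 0.05, n = 4 lines, adjusted p = 0.063 from limma). BNIP2, a partner of BCL2, had 0.27 (standard error 0.07, adjusted p = 0.085 from limma) and DEDD2, a death effector domain protein, 0.29 (standard error 0.07, adjusted p = 0.076 from limma). With shCREB2 alone the 3 genes passed over all genes (adjusted p = 0.0154, 0.0499 and 0.0484 from limma), and with shCREB3 alone none did, but the calls were lost without Jurkat or Molt4. Each was higher on 8 of 8 arrays and, for both shRNAs averaged, passed adjusted over the list alone, which is not independent evidence because the study chose them on these samples. Of 30 inducers of apoptosis, 0 passed over all genes for both shRNAs averaged and 4 were higher adjusted over the list alone, while 4 rose with shCREB2 alone and 0 with shCREB3 alone. CRADD, an adaptor of caspase 2, had 0.49 (adjusted p = 0.056 from limma, higher on 8 of 8 arrays) and CASP2 itself −0.20. The median of the inducers was −0.02 and their mean 0.03 (adjusted p = 0.72 from limma's camera). With shCREB2 alone the list was higher by fry, another list test of limma (adjusted p = 0.00185), but did not pass camera (adjusted p = 0.41). With shCREB3 alone it passed neither (adjusted p = 0.46 from fry and 0.96 from camera). Of 14 inhibitors of apoptosis, 0 passed over all genes (2 fell with shCREB2 alone), and 1 was higher and 2 were lower adjusted over the list alone, with a median of −0.03 (adjusted p = 0.44 from limma's camera). BIRC2 had −0.31 and BCL2L1 0.27. Of 22 p53 target genes, 0 passed by either adjustment, with a median of −0.01 (adjusted p = 0.82 from limma's camera). Of 18 textbook CREB target genes, 0 passed over all genes (2 rose and 1 fell with shCREB2 alone), and 1 was higher and 1 lower adjusted over the list alone. Among these targets JUND, a subunit of AP-1, had 0.52, DUSP1, a phosphatase of MAP kinases, 0.26, ID1 −0.29 and BCL2 −0.22 (−0.52 with shCREB2 and 0.08 with shCREB3), with a median of 0.11 (adjusted p = 0.55 from limma's camera). As a list, BAD, BNIP2 and DEDD2 passed camera's test (adjusted p = 0.0029), but not with an estimated correlation (adjusted p = 0.475).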

Interestingly, KEGG pathway analysis identified the metabolic pathway involved in glucose metabolism as a key effector of CREB knockdown. 

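PSAT1 and PHGDH of serine synthesis and DLAT and IDH3A of the TCA cycle fell on the arrays labelled shCREB2 and shCREB3, and no gene of glycolysis passed the test for both shRNAs averaged. Of 17 genes of serine, glycine and one-carbon metabolism, 3 fell, among them PSAT1 and PHGDH, and 9 fell adjusted over the list alone, with a median log2 fold change of −0.23 (adjusted p = 2.9e-07 from camera, and adjusted p = 0.475 with an estimated correlation), and of −0.14 without shCREB2 of Nalm6. Of 20 genes of glucose uptake and glycolysis, 7 were lower and 1 higher adjusted over the list alone, and over all genes 1 fell with shCREB2 alone and 2 fell and 1 rose with shCREB3 alone. Their median was −0.12 (adjusted p = 0.0020 from camera, and adjusted p = 0.475 with an estimated correlation), ENO3, a muscle enolase, had 0.38 and SLC2A1, a glucose transporter, 0.14. The glycolysis list had a median of −0.08 with shCREB2 (adjusted p = 0.18 from limma's camera) and of −0.21 with shCREB3 (adjusted p = 1.9e-04 from limma's camera, and 0.289 with an estimated correlation). Of 25 genes of pyruvate dehydrogenase and the TCA cycle, 2 fell, and 2 were higher and 3 lower adjusted over the list alone. Their median was 0.00374 and their mean −0.02 (adjusted p = 0.64 from limma's camera), with 0.38 for IDH1 and 0.34 for IDH2, isocitrate dehydrogenases that use NADP. Of 9 genes of the pentose phosphate pathway, 0 passed (2 fell with shCREB2 alone), 1 was higher and 2 were lower adjusted over the list alone, with a median of −0.06 (adjusted p = 0.12 from limma's camera, and 0.0166 with shCREB3 alone, or 0.303 with an estimated correlation). RPE, an epimerase of that pathway, had −0.53 and PGLS, a lactonase, 0.15. Of 32 genes of oxidative phosphorylation, 0 passed by either adjustment, with a median of 0.01 (adjusted p = 0.54 from limma's camera). By fry, glycolysis was lower with shCREB3 alone (adjusted p = 0.0296) and serine, glycine and one-carbon metabolism lower with shCREB2 alone (adjusted p = 0.0466). Oxidative phosphorylation was higher with shCREB2 alone by fry (adjusted p = 0.0363). These lists did not pass fry with the other shRNA or with both averaged. The KEGG analysis itself was not repeated here. Small noncoding RNAs, whose yield varies with RNA preparation, were higher on the same arrays in each line, from 0.06 in RS4;11 to 0.75 in Molt4 in the median.

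**Figure D3:**
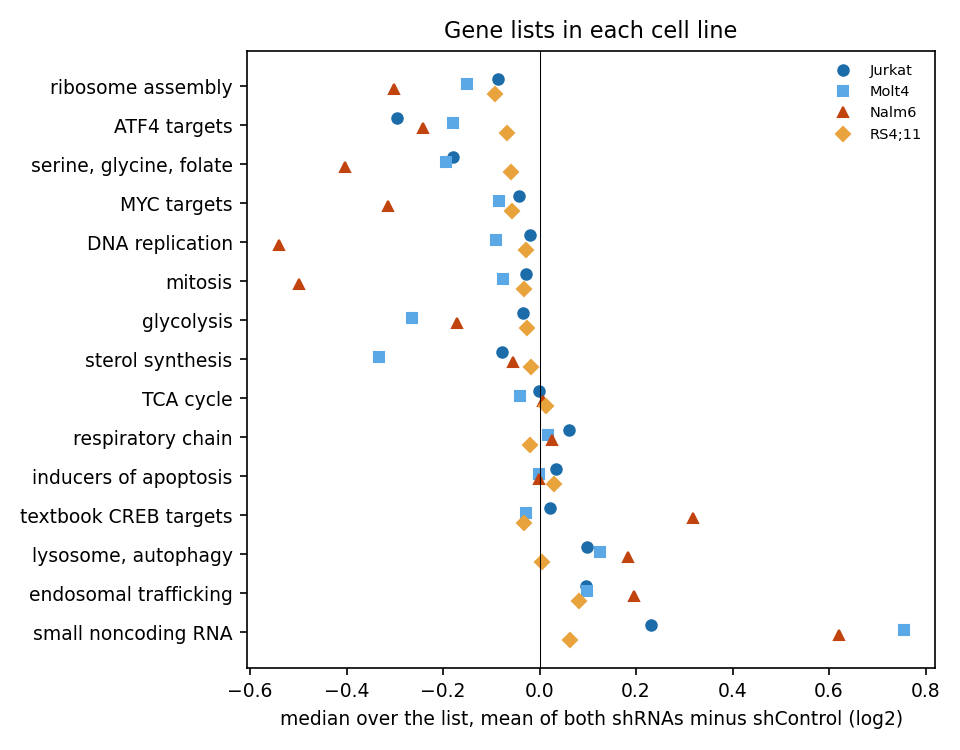
Median log2 fold change of 15 gene lists (horizontal axis) on the arrays labelled shCREB2 and shCREB3 against shControl, for each of the 4 cell lines. Points left of 0 are lower, and serine and glycine genes lie at −0.40 in Nalm6 and −0.06 in RS4;11.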

Multiple genes involved in glycolysis e.g. *GPI, ALDOC,* and *PKM2*, tricarboxylic acid cycle (TCA cycle) e.g. *DLAT* and *IDH3A* and serine and glycine biosynthesis e.g. *PHGDH, PSAT1*, and *SHMT2* were observed in the list of downregulated genes (Figure 6). 

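PSAT1, the aminotransferase of serine synthesis, fell by 1.27 on the log2 scale on the arrays labelled shCREB2 and shCREB3 (standard error 0.18, n = 4 lines), with −1.92 for shCREB2 and −0.62 for shCREB3. PHGDH, the dehydrogenase that opens serine synthesis, fell by 1.26 (standard error 0.19), with −0.54 for shCREB2 and −1.98 for shCREB3, so each of the pair moved over 2-fold with 1 shRNA only. DLAT, a subunit of pyruvate dehydrogenase, fell by 0.59 (standard error 0.10) and IDH3A, a subunit of the isocitrate dehydrogenase of the TCA cycle, by 0.52 (standard error 0.09). For both shRNAs averaged, these 4 genes passed the test of limma with adjusted p between 0.0466 and 0.0489 and were lower on 8 of 8 arrays. ALDOC, an aldolase, had −0.50 (standard error 0.10, adjusted p = 0.055 from limma) and GPI, which makes fructose 6-phosphate from glucose 6-phosphate, −0.32 (standard error 0.07, adjusted p = 0.063 from limma). SHMT2, the mitochondrial serine hydroxymethyltransferase, had −0.34 (standard error 0.07, adjusted p = 0.063 from limma) and PKM2, a pyruvate kinase, −0.22 (standard error 0.06, adjusted p = 0.092 from limma). ALDOC, GPI and PKM2 were lower on 8 of 8 arrays and SHMT2 on 7. ALDOC passed with shCREB2 alone and GPI and SHMT2 with shCREB3 alone, calls that were lost without Jurkat or Molt4. Adjusted over the list alone, 8 of the 8 genes were lower, which is not independent evidence because the study chose them on these samples. As a list they passed camera's test (adjusted p = 8.0e-09), but not with an estimated correlation (adjusted p = 0.475). The median over the 8 genes was −0.42 in Jurkat, −0.65 in Molt4, −0.67 in Nalm6 and −0.21 in RS4;11. The calls of PSAT1, PHGDH, DLAT and IDH3A were lost with the deposited normalized values and when an array of Jurkat or Molt4 was left out. From KEGG analysis of its list of genes, the paper names glucose metabolism as a key effector, and it places these enzymes in that pathway (Figure 6).

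**Figure D4:**
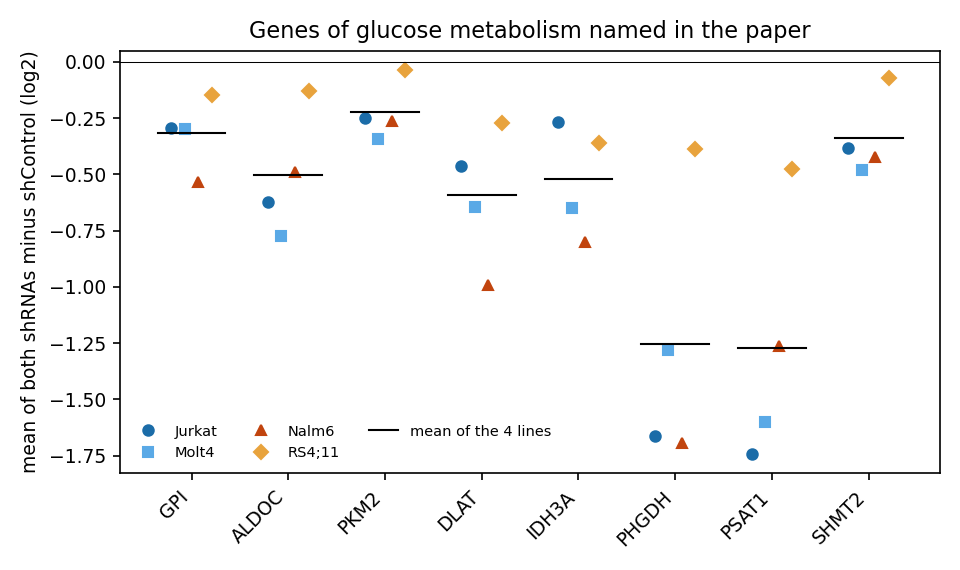
Log2 fold change against shControl (vertical axis) of the 8 enzymes of glucose metabolism, with 1 point per cell line for the mean of shCREB2 and shCREB3 and a line for the mean of the 4 cell lines. All points lie below 0, and those of RS4;11 lie nearest to 0 for 7 of the 8 genes.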

Since it has been previously shown that glucose metabolism plays a central role in sustaining cancer growth and oncogenic transformation [26], the downregulation of essential genes involved in this pathway likely contributes to the observed phenotypic effects observed in response to CREB knockdown.

**Figure 6:**
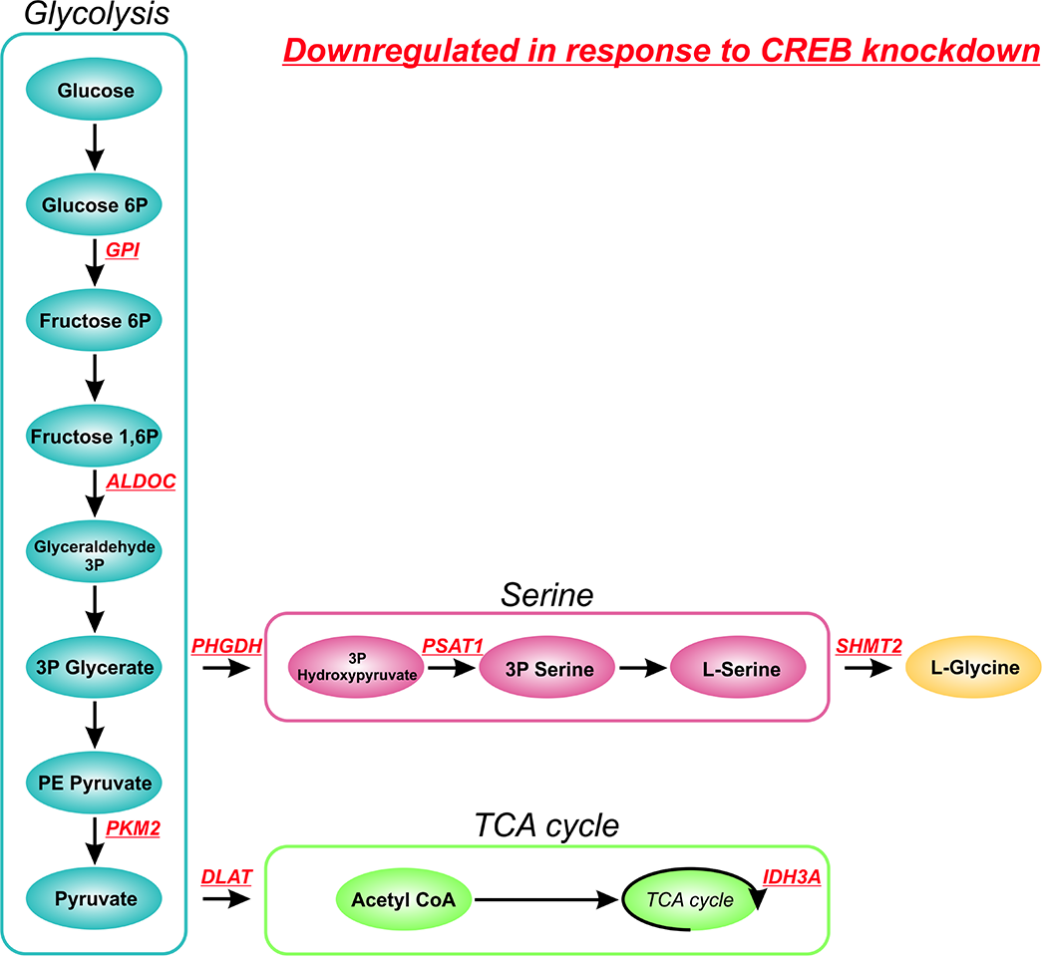
Effect of CREB knockdown on glucose metabolism Schematic overview of metabolic enzymes involved in glucose metabolism affected by shRNA mediated CREB knockdown. Downregulated genes, as determined by gene expression profiling, and their role in glucose metabolism are shown in red.

### Decreased ALL cell survival in response to the CREB inhibitor KG-501

The effects of pharmacological inhibition on leukemic cell survival was evaluated using the CREB inhibitor KG-501 in 4 ALL cell lines and 8 primary pediatric ALL patient samples. KG-501 restricts the function of CREB by inhibiting the CREB/CBP interaction, which requires phosphorylation of CREB at serine 133. CREB_S133 expression levels in the 4 ALL cell lines and 8 primary ALL patient samples are shown (Figure 7A). Exposure to KG-501 induced a dose-dependent decrease in cell viability in all cell lines tested, but the LC-50 values for the T-ALL cell lines Jurkat (4.1 μM) and Molt4 (3.7 μM) were lower than those for the BCP-ALL cell lines Nalm6 (16.7 μM) and RS4;11 (>50 μM). This was largely concordant with the effects seen after CREB knockdown (Figure 7B). Interestingly, RS4;11 cells, which were least affected by CREB knockdown and KG-501 treatment, showed the lowest phospho-CREB expression levels (Figure 7A). The observed decrease in cell viability was inversely correlated with the percentage of apoptotic cell numbers (r_s_ = −0.67, *P* = 0.017, Supplementary Figure 2).

**Figure 7:**
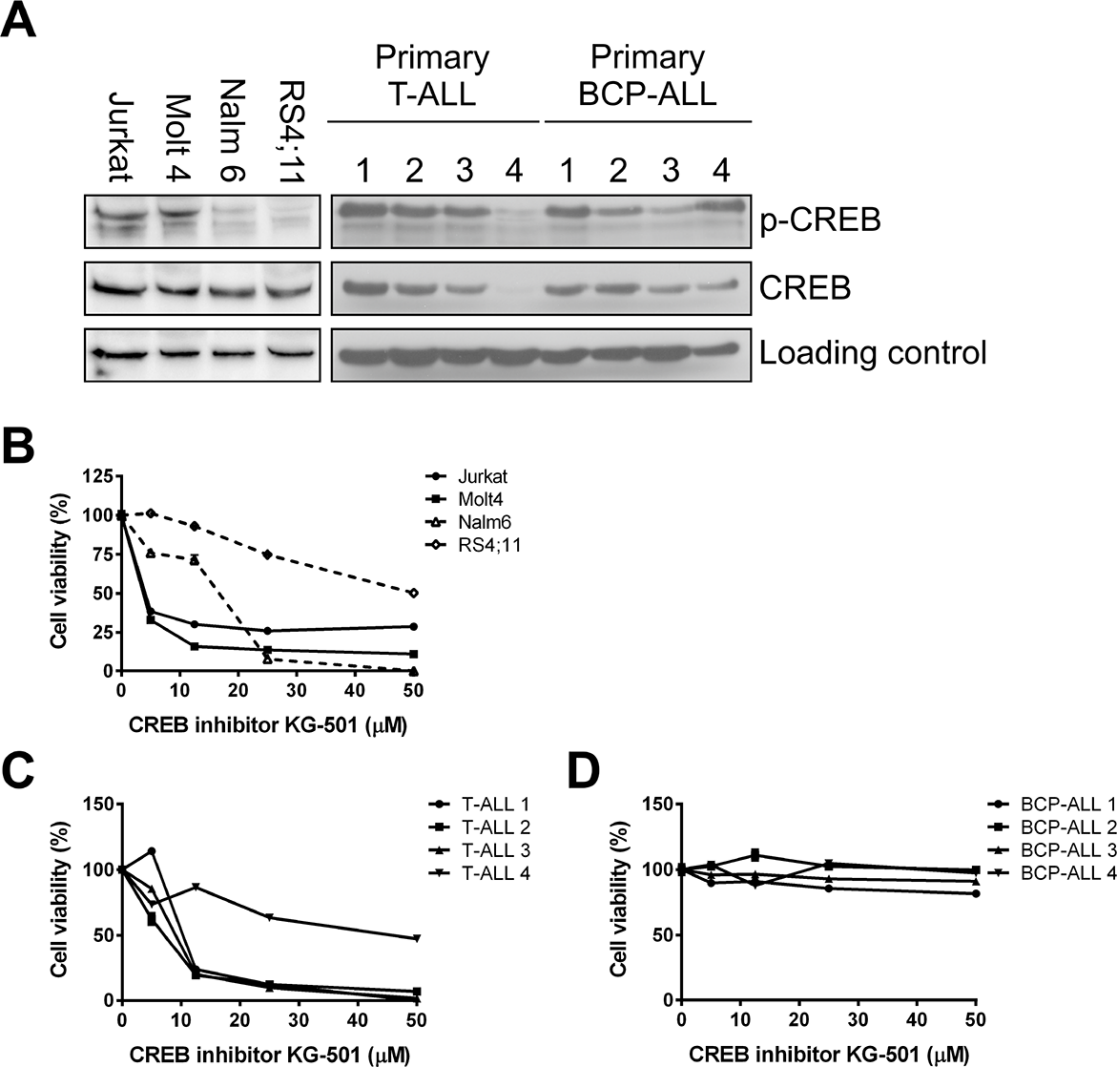
Inhibition of CREB induces cell death in a dose-dependent manner CREB and phospho-CREB expression was determined by Western blot analysis for BCP-ALL and T-ALL cell lines and primary samples **A.** Effects of the CREB inhibitor KG-501 were determined after 24 or 48 hours of incubation for primary samples and cell lines, respectively. CREB inhibition results in a dose-dependent decrease in cell viability as determined by WST-1 conversion. Cell viability percentages were plotted against concentration of KG-501 (μM) using four ALL cell lines **B.**, four primary BCP-ALL samples **C.**, and four primary T-ALL samples **D.**

Next, the effects of the KG-501 inhibitor were evaluated in 8 primary pediatric ALL samples. Whereas none of the BCP-ALL samples responded to the drug despite high CREB phosphorylation, all 4 primary T-ALL samples showed sensitivity to the drug in a dose-dependent manner (Figure 7C and 7D, LC-50 values for T-ALL 1, 2, 3, and 4 were 10.32 μM, 7.16 μM, 9.07 μM, and 45.90 μM, respectively). The differences in sensitivity were reflected by CREB and phospho-CREB levels, with primary leukemic T-ALL cells showing high CREB expression or activity (T-ALL samples no. 1, 2, and 3) being more sensitive than those with low CREB and phospho-CREB levels (T-ALL sample no. 4) (Figure 7A).

## DISCUSSION

Although the survival of children with ALL is approaching 90%, ALL relapse remains a leading cause of cancer-related death in children [1, 2]. To further improve clinical outcome, new therapeutic strategies are necessary. To date, the effects of CREB inhibition and its role in leukemogenesis have been primarily studied in acute myeloid leukemia. Here, we report a prominent role for CREB in ALL. Our results show that, relative to normal bone marrow, CREB is overexpressed both at the mRNA and protein level, consistent with previous results of Pigazzi et al, showing high expression of CREB in 94% pediatric ALL cases [13]. Additionally, CREB has frequently undergone an activating phosphorylation on serine 133. No correlation between *CREB* mRNA expression levels and CREB phosphorylation could be observed in our study. Since protein phosphorylation is the net result of intracellular kinase activity and basal protein expression levels (influenced by mRNA translation and protein degradation) and the generally poor correlation between protein and mRNA concentrations, this may not be surprising [27]. Our results demonstrate also that high expression and / or phosphorylation of CREB are associated with a lower overall survival in an adult ALL patient cohort. Furthermore, CREB appears to be essential for leukemic cell growth, since both CREB shRNA mediated knockdown and pharmacological inhibition leads to growth inhibition and cell death.

Studying CREB knockdown using shRNAs in ALL cell lines resulted in decreased cell numbers that appeared to be net result of changes in cell cycle distribution and the induction of apoptosis. We performed gene expression profiling to elucidate the phenotypic effects observed in response to shRNA mediated CREB knockdown. First of all we observed effects of CREB knockdown on CREB target genes implicated in cell proliferation, cell cycle, and apoptosis, consistent with the observed phenotypic effects. Interestingly however, within the list of downregulated genes, enzymes involved in glycolysis (*GPI, ALDOC*, and *PKM2*), TCA cycle (*DLAT* and *IDH3A*), and serine and glycine biosynthesis (*PHGDH, PSAT1*, and *SHMT2*) were among the most prominent. Although *DLAT* and *IDH3A* were previously described as putative CREB target genes, all genes were listed as genes with predicted functional CREs [28]. The role of CREB in glucose metabolism has been extensively studied, especially in the context of diabetes mellitus, showing a central role for transducers of regulated CREB activity (TORCs, especially TORC2) in CREB-dependent gene transcription in response to glucose [29, 30]. In cancer cells, an increase in glycolysis, known as the Warburg effect, is frequently observed, which allows the generation of essential precursors for the synthesis of proteins, nucleic acids, and lipids from glycolytic intermediates [31, 32]. The observed downregulation of these genes in response to shRNA mediated CREB knockdown contributes to the strong phenotypic effects observed in our cell lines.

In addition to shRNA mediated knockdown, we also explored the effects of the CREB inhibitor KG-501. We previously showed that cells from normal bone marrow are insensitive to the KG-501 inhibitor [14]. In accordance with the CREB phosphorylation levels and the shRNA results, the cell lines Jurkat, Molt4, Nalm6, and 3 / 4 primary T-ALL samples were sensitive to CREB inhibition. Unexpectedly, while shRNA mediated CREB knockdown and CREB inhibition showed similar phenotypic effects in T-ALL cell lines and primary T-ALL samples, we observed different phenotypic effects between BCP-ALL cell lines and primary samples using pharmacological CREB inhibition. Although shRNA mediated CREB knockdown, as well as KG-501 showed corresponding results in BCP-ALL cell lines, KG-501 had no effect on the survival of primary BCP-ALL samples, despite high CREB phosphorylation levels. Although human cancer derived cell lines are the most widely used models to test therapeutic strategies, the limitations of cell line models are well known [33, 34]. Additionally, this discrepancy may be explained by CREB target gene regulation. Transcription of CREB target genes is partly dependent on CREB phosphorylation at serine 133 and the subsequent CREB/CBP interaction. CREB target gene transcription may also be induced in a phosphorylation independent manner by a family of CREB coactivators, of which TORC complexes are the most potent (Supplementary Figure 3) [35]. The small molecule antagonist KG-501 restricts the function of CREB by inhibiting the CREB/CBP interaction in a dose-dependent way (Supplementary Figure 3) [36]. Therefore, sensitivity to the CREB/CBP interaction inhibitor KG-501 appears to be only observed when the transcription of CREB target genes is predominantly dependent on the CREB/CBP interaction. We hypothesize that cells unresponsive to KG-501 treatment are able to maintain mediated transcriptional regulation by recruiting coactivators that act independent of this CREB/CBP interaction.

Moreover, it is also possible that primary T-ALL cells are more dependent on CREB relative to BCP-ALL cells. The cAMP response element (CRE) has been found in the promoters of many T cell-specific genes [37, 38]. Furthermore, it has been shown that phosphorylation of the proto-oncogene VAV1, downstream of the T cell and pre-T cell receptor, activates CREB and that *in vivo* VAV1-deficiencies cause T cell developmental defects that resemble CREB-deficiency [39]. Moreover, this CREB dependency might be Notch 1 dependent. Aberrant activation of the Notch 1 signaling pathway is seen in > 60% of the T-ALL cases [40]. Notch 1 is able to activate the serine/threonine kinase Akt, which acts upstream of CREB, contributing to leukemogenesis [41]. Although no direct relationship between Notch 1 and CREB has been reported in leukemia to date, Notch regulates the phosphorylation of CREB involved in long-term memory formation in *Drosophila melanogaster* [42]. Finally, we cannot rule out that the difference between primary T-ALL and BCP-ALL samples reflects KG-501 off-target effects. Since the presence of the KIX domain is required for more transcriptional activities, other inhibitory effects of KG-501 on factors that associate with the KIX domains, such as NF-kB, have been observed [36]. In addition, a recent study describes that KG-501 also interferes with the interaction between c-Myb and the KIX domain of the coactivator p300 *in vitro* and inhibits Myb activity *in vivo* [43].

In conclusion, we have demonstrated that high CREB expression and activity is associated with reduced overall survival in ALL. Moreover, our *in vitro* findings suggest an important role for CREB in the survival of acute lymphoblastic leukemia cells. These results underscore the need for future investigations aimed at validating the role of CREB as a potential therapeutic target for acute lymphoblastic leukemia.

## MATERIALS AND METHODS

### Patients

Primary blood and bone marrow samples from ALL patients or patients without hematologic disorders were collected after getting written informed consent in accordance with the regulations and protocols of the Medical Ethical Committee of the University Medical Center Groningen (UMCG) and the Institutional Review Board of the University of Texas M.D. Anderson Cancer Center (MDACC). Samples from UMCG were processed as previously described [14]. Patients’ characteristics, as well as an overview of the selected ALL patients is shown (Supplementary Tables 1 and 2, respectively). For RPPA analysis we used protein derived from the leukemia-enriched fraction of 140 mostly young adult ALL patients (79 Philadelphia-negative common-ALL (CALLA), 42 Philadelphia-negative preB-ALL, and 19 T-ALL) [15]. As cytogenetic abnormalities are differentially distributed between pediatric and adult patients, we excluded the *BCR-ABL1* positive leukemias and the B-Cell lymphoma population from the adult cohort. Patients’ characteristics of adult ALL patients are summarized (Supplementary Table 3).

### Cell lines

The T-ALL cell lines Jurkat and Molt4 and the BCP-ALL cell lines Nalm6 and RS4;11 were purchased from the American Type Culture Collection (Manassa, VA, USA) and cultured in RPMI-1640 or αmem medium (Cambrex Bio Science, East Rutherford, NJ, USA) supplemented with 10% fetal calf serum (FCS, Bodinco, Alkmaar, The Netherlands) and 1% penicillin/streptomycin (Gibco, Carlsbad, CA, USA).

### RNA isolation and quantitative real-time PCR (qRT-PCR)

Total RNA was isolated (RNeasy mini kit, Qiagen, Hilden, Germany) and subsequent complementary DNA was synthesized from 1 μg RNA (First Strand cDNA Synthesis kit, Thermo Scientific, Waltham, MA, USA) according to manufactures protocol. *CREB* mRNA expression was detected in triplicate using SYBR Green qRT-PCR (Applied Biosystems, Darmstadt, Germany) and normalized to RPL22 as a reference gene [16]. Relative mRNA expression levels of the gene of interest were calculated using the 2^−ΔΔCT^ method relatively to the normal bone marrow sample with the highest *CREB* mRNA expression level [17].

### Antibody microarrays

Acute lymphoid leukemia patient samples were subjected to a human phospho-kinase microarray (Catalog Number ARY003, R&D Systems, Minneapolis, MN, USA) following manufacturers protocol. Eight of the 42 arrays (4 T-ALL and 4 BCP-ALL) were published before [6]. The experimental procedures and data analysis were performed as described earlier [6].

### Reverse phase protein array (RPPA)

The methodology, validation, and statistical analysis of the RPPA technique are fully described in previous publications and are briefly summarized in the Supplementary Information [18–23]. Expression was compared to the expression of normal CD34^+^ cells as a well-defined control with a known high CREB expression. Cases were divided into three cohorts, below, above or within the 90% confidence interval of normal CD34^+^ cells, respectively.

### shRNA mediated knockdown

Lentiviral vector (pLKO.1) containing shRNA sequences targeting CREB were obtained from Open Biosystems (Waltham, MA, USA) and genetically modified into a pLKO1-mCherry vector. Sequences are available upon request. Lentiviral particles were generated by co-transfection of pLKO1-mCherry-shCREB or scrambled vector with packaging plasmid psPAX2 and the envelope plasmid pMD2.G into 293T cells using FuGENE HD transfection reagent (Roche, Woerden, The Netherlands). Leukemic cells were incubated with lentiviral supernatants for one or two consecutive days after which stably transduced cells were expanded.

### Western blot analysis

Cells from primary blood or bone marrow samples from newly diagnosed ALL patients, ALL cell lines, and transduced cells were lysed and denaturized in laemmli sample buffer (Bio-Rad laboratories, Veenendaal, The Netherlands). Western blots were performed as previously described [14]. CREB and phospho-CREB antibodies were obtained from Cell Signaling (Danvers, MA, USA). Loading control was visualized using β-actin (Santa Cruz Biotechnology, Dallas, TX, USA) or Ponceau S (Sigma-Aldrich, Buchs, Switzerland). Signals were digitally quantified with subtraction of background (LI-COR Biosciences, Lincoln, NE, USA) and normalized using the loading control.

### Flow cytometric analysis

Apoptosis analysis was conducted by Annexin V-FITC/PI or Annexin V-FITC labeling solution (Annexin-V-FLUOS Staining Kit, Roche). A propidium iodide/Rnase A DNA labeling was performed for cell cycle analysis according to standard techniques as described in the Supplementary Information. All flow cytometry experiments were performed on a LSR-II flow cytometer (BD FACS DIVA software, BD bioscience, Breda, The Netherlands) and analyzed using FlowJo software (Tree Star Inc., Ashland, OR, USA).

### Gene expression

Total RNA was isolated from CREB or scrambled transduced cells (RNeasy mini kit). The quality control, RNA labeling, hybridization, and data extraction was profiled on Illumina HumanHT-12 v4.0 Expression BeadChips, all performed at ServiceXS B.V. (Leiden, The Netherlands). Scans (Illumina iScan), image analysis and extraction of raw data (Illumina GenomeStudio v2011.1) was done, after which we performed quantile normalization and log2-transformation. Gene expression data have been deposited in NCBI's Gene Expression Omnibus (GEO) database and are accessible through GEO Series accession number GSE68413.

### Cell viability assay

*In vitro* drug sensitivity after KG-501 (Sigma-Aldrich) exposure was determined with a WST-1 based cell viability assay (Roche) as described previously, and calculated as percentage of untreated controls [14]. LC50 values represent drug doses inhibiting cell viability within 24 or 48 hours.

### Statistical analysis

Estimated event-free and overall survival analyses were performed using the Kaplan-Meier method in SPSS (Version 20, IBM, Armonk, NY, United States). Estimates at specific time points are provided with 95% confident intervals (CIs). Data was censored at time of an event or at the last follow-up visit. The logrank test was applied to compare Kaplan-Meier plots between patient groups. Experimental data is presented as mean values from in general three experiments ± standard deviation (SD), unless described differently. Statistical analyses were perfromed with The non-parametric Mann-Whitney *U* test and the parametic paired and unpaired two-tailed *t*-test (SPSS). *P*-values < 0.05 were considered as statistically significant.

## SUPPLEMENTARY MATERIALS AND METHODS FIGURES AND TABLES

# Supplementary material for: Essential role for cyclic-AMP responsive element binding protein 1 (CREB) in the survival of acute lymphoblastic leukemia
**Source:** Oncotarget. 2015 May 6;6(17):14970–81. doi: 10.18632/oncotarget.3911
**Supplement:** Supplementary file 1

SUPPLEMENTARY MATERIALS AND METHODS

Reverse phase protein array (RPPA)

Patient samples were printed onto slides in 5 serial dilutions along with controls for normalization and expression. Slides were probed with strictly validated 1:1000 diluted primary antibodies against total CREB (Catalog Number 1296-1, LOTC08024, Epitomics, Burlingame, CA, USA) or CREB phosphorylated on serine 133 (Catalog Number 1113-1, LOTYE09240-1, Epitomics). A secondary antibody (1:40 dilution) was used to amplify the signal, and a stable dye was precipitated. The stained slides were analyzed using Microvigene® software (Version 3.0, Vigene Tech, Carlisle, MA, USA) to produce quantified data.

Statistical analysis: Supercurve algorithms were used to generate a single value from the 5 serial dilutions

[20]. The loading control and topographical normalization procedures accounted for variations in protein concentration and background staining [21, 22]. Analysis using unbiased clustering, perturbation bootstrap clustering a principle component analysis were performed as fully described in previous publications [19, 23].

Cell cycle analysis

Cells were pelleted and fixated in cold absolute methanol and stored at -20°C for at least 20 minutes then washed and stained in phosphate-buffered saline (PBS) containing 1% bovine serum albumin (BSA), 1 mg/ml RNase A and 50 $\mu\text{g/ml}$ PI for 40 min at 37°C . Analysis of DNA content was performed on a flow cytometer (LSR-II, BD FACS DIVA software, BD bioscience) and data was analyzed using FlowJo software (Tree Star Inc.).

SUPPLEMENTARY FIGURES AND TABLES

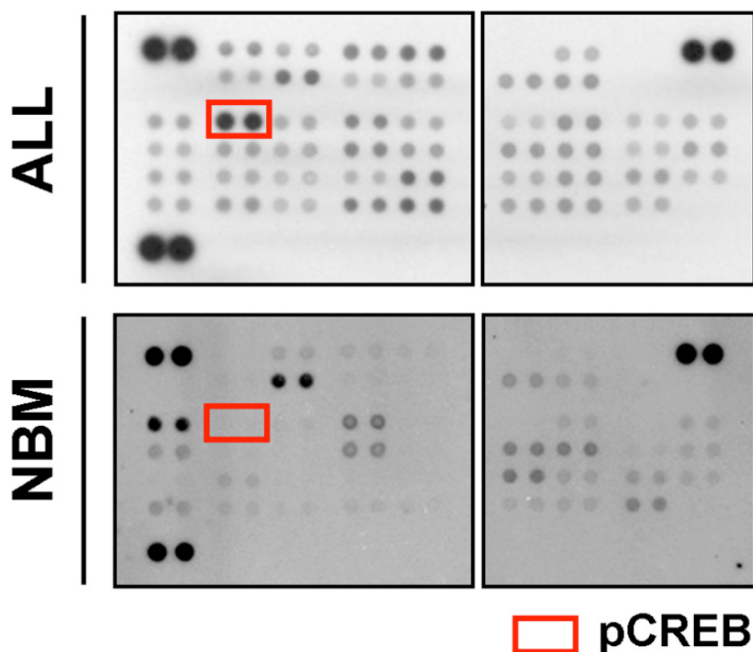

Supplementary Figure 1: A representative image of a human proteome profiler array for an ALL sample and a normal bone marrow sample, the CREB signal is highlighted in red.

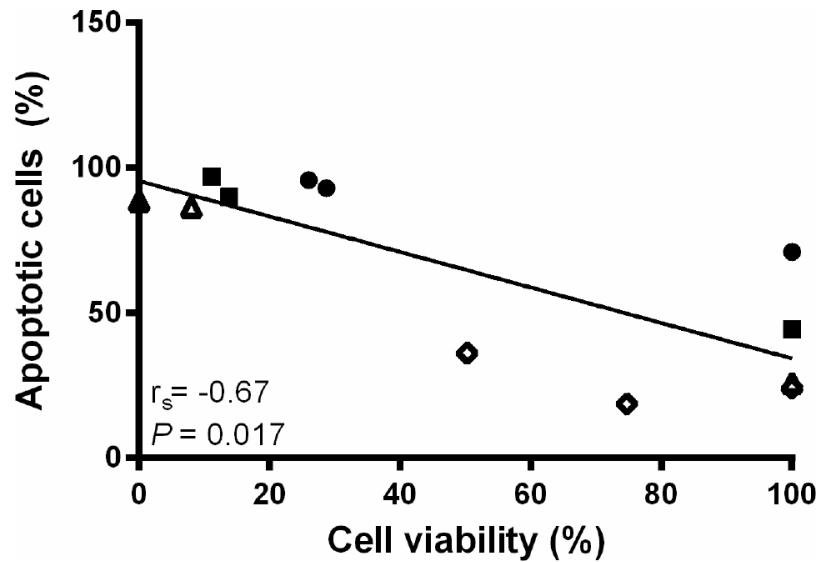

Supplementary Figure 2: Effects of the CREB inhibitor KG-501 on apoptosis and cell viability in ALL cell lines measured by AnnexinV/PI staining and WST-conversion after 48 hours. The increase in apoptosis was inversely correlated to the decrease in cell viability. Diagonal line represents the best fit. The correlation coefficient was determined by the non-parametric Spearman's rank (r_s) test.

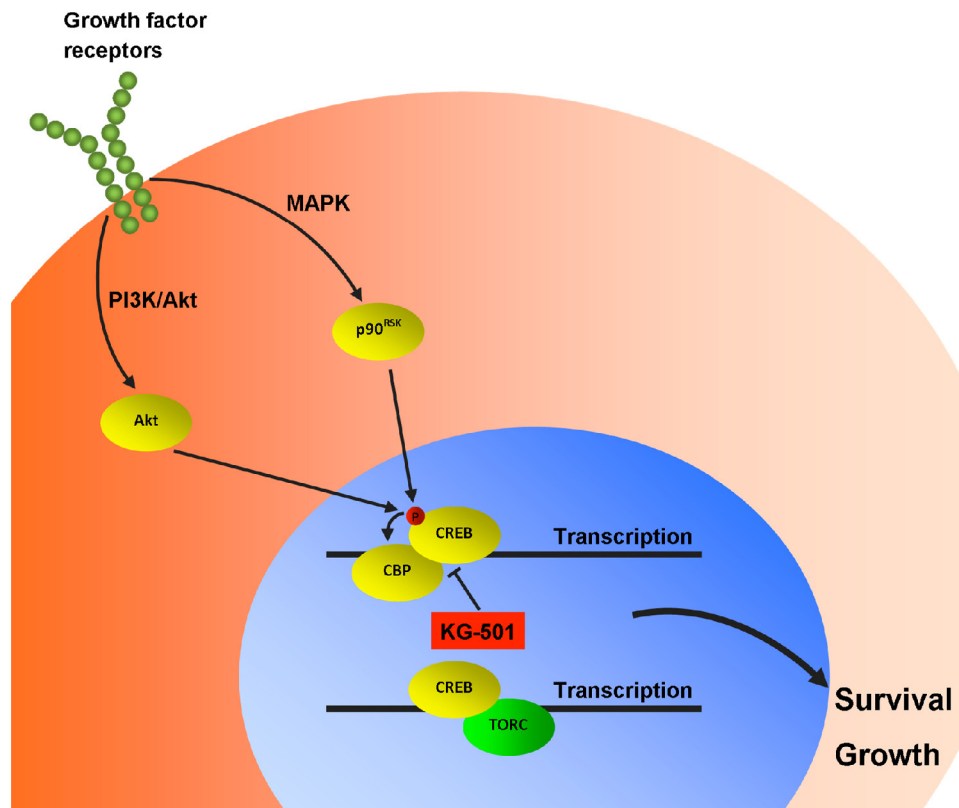

Supplementary Figure 3: Schematic overview of CREB target gene transcription (adapted from KM Sakamoto et al. [8]).

Supplementary Table 1: Patients' characteristics of pediatric patients

Demographics of Clinical Characteristics		No. of patients (N = 55)	%
Age, years			
Median (range)	9.1 (1.8–16.2)		
Immunophenotype			
BCP-ALL	44	80.0%	
T-ALL	11	20.0%	
Cytogenetics			
BCP-ALL			
Normal karyotype	13	29.5%	
t(1;19)	3	6.8%	
t(12;21)	1	2.3%	
t(4;11)	1	2.3%	
t(9;22)	1	2.3%	
Hyperdiploid	6	13.6%	
Down syndrome	3	6.8	
Other	12	27.3%	
Unknown	4	9.1%	
T-ALL			
Normal karyotype	6	54.5%	
t(10;11)	1	9.1%	
Other	4	36.4%	

Abbreviations: BCP-ALL; B-cell progenitor ALL

Supplementary Table 2: Overview of selected ALL patients. A plus “+” indicates that material of the patient is used for the afore mentioned experiments. Material of patients not used for specific experiments is indicated with a minus “–”.

	**De Novo / Relapse**	**Cytogenetics**	**qRT-PCR**	**Kinase profile**	**Phospho-kinase array**	**Western blot**	**<i>In vitro</i> experiments**
BCP-ALL 1	De Novo	Hyperdiploid	+	–	–	+	+
BCP-ALL 2	De Novo	Normal	+	–	–	+	+
BCP-ALL 3	De Novo	t(4;11)	+	–	–	+	+
BCP-ALL 4	De Novo	Other	+	–	–	+	+
BCP-ALL 5	De Novo	Normal	+	+	+	–	–
BCP-ALL 6	De Novo	Normal	–	+	–	–	–
BCP-ALL 7	De Novo	t(1;19)	+	+	+	–	–
BCP-ALL 8	De Novo	Hyperdiploid	+	+	+	–	–
BCP-ALL 9	De Novo	Other	+	–	+	–	–
BCP-ALL 10	De Novo	Other	+	–	+	–	–

(Continued)

	De Novo / Relapse	Cytogenetics	qRT-PCR	Kinase profile	Phospho-kinase array	Western blot	<i>In vitro</i> experiments
BCP-ALL 11	De Novo	Normal	+	+	+	–	–
BCP-ALL 12	De Novo	Normal	+	+	+	–	–
BCP-ALL 13	De Novo	Unknown	+	+	+	–	–
BCP-ALL 14	De Novo	Normal	+	+	+	–	–
BCP-ALL 15	De Novo	Other	+	–	+	–	–
BCP-ALL 16	De Novo	Other	+	–	+	–	–
BCP-ALL 17	De Novo	Unknown	+	–	+	–	–
BCP-ALL 18	De Novo	Other	+	–	+	–	–
BCP-ALL 19	De Novo	Normal	+	–	+	–	–
BCP-ALL 20	De Novo	Hyperdiploid	–	+	+	–	–
BCP-ALL 21	De Novo	Normal	+	–	+	–	–
BCP-ALL 22	De Novo	Normal	–	+	–	–	–
BCP-ALL 23	De Novo	Unknown	–	+	–	–	–
BCP-ALL 24	De Novo	Normal	–	+	–	–	–
BCP-ALL 25	De Novo	Normal	–	+	–	–	–
BCP-ALL 26	De Novo	t(1;19)	–	+	–	–	–
BCP-ALL 27	De Novo	Other	–	–	+	–	–
BCP-ALL 28	De Novo	Other	–	–	+	–	–
BCP-ALL 29	De Novo	Down	–	–	+	–	–
BCP-ALL 30	De Novo	Hyperdiploid	–	–	+	–	–
BCP-ALL 31	De Novo	Other	–	–	+	–	–
BCP-ALL 32	De Novo	Unknown	–	–	+	–	–
BCP-ALL 33	De Novo	t(1;19)	–	–	+	–	–
BCP-ALL 34	De Novo	Other	–	–	+	–	–
BCP-ALL 35	De Novo	Normal	–	–	+	–	–
BCP-ALL 36	De Novo	Other	–	–	+	–	–
BCP-ALL 37	De Novo	t(9;22)	–	–	+	–	–
BCP-ALL 38	De Novo	Down	–	–	+	–	–
BCP-ALL 39	De Novo	Other	–	–	+	–	–
BCP-ALL 40	De Novo	t(12;21)	–	–	+	–	–
BCP-ALL 41	De Novo	Down	–	–	+	–	–
BCP-ALL 42	De Novo	Normal	–	–	+	–	–
BCP-ALL 43	De Novo	Hyperdiploid	–	–	+	–	–
BCP-ALL 4	De Novo	Hyperdiploid	–	–	+	–	–
T-ALL 1	De Novo	Other	+	+	+	+	+
T-ALL 2	De Novo	Other	+	–	–	+	+
T-ALL 3	De Novo	Other	+	–	–	+	+

(Continued)

	De Novo / Relapse	Cytogenetics	qRT-PCR	Kinase profile	Phospho-kinase array	Western blot	<i>In vitro</i> experiments
T-ALL 4	De Novo	Other	+	–	–	+	+
T-ALL 5	De Novo	Normal	+	+	+	–	–
T-ALL 6	De Novo	Normal	+	+	+	–	–
T-ALL 7	De Novo	Normal	–	+	+	–	–
T-ALL 8	De Novo	t(10;11)	+	–	+	–	–
T-ALL 9	De Novo	Normal	+	–	+	–	–
T-ALL 10	De Novo	Normal	+	+	+	–	–
T-ALL 11	De Novo	Normal	+	+	+	–	–

Supplementary Table 3: Patients' characteristics of adult patients

<i>Demographics of Clinical Characteristics</i>	<i>No. of patients (N =)</i>	<i>%</i>
**Age, years**		
Median (range)	35.5 (1.1–83)	
**Immunophenotype**		
CALLA	79	56.4%
preB-ALL	42	30.0%
T-ALL	19	15.6%
**Cytogenetics**		
BCP-ALL		
Diploid	35	28.9%
Hyperdiploid	16	13.2%
Hypodiploid	2	1.7%
t(1;19)	1	0.8%
t(4;11)	10	8.3%
Other	36	29.8%
Unknown	21	17.4%
T-ALL		
T-ALL	7	36.8%
ETP	4	21.1%
Mature	2	10.5%
Unknown	6	31.6%

Abbreviations: CALLA; Common-ALL, BCP-ALL; B-cell progenitor ALL, ETP; early T cell progenitor

Supplementary Table 4: Mean normalized protein phosphorylation of the 46 kinases spotted on the human phospho-kinase microarray for ALL and NBM samples

Peptides	ALL (N = 24)		NBM (N = 4)	
	<i>Mean</i>	<i>SD</i>	<i>Mean</i>	<i>SD</i>
Akt_S473	0, 72	0, 17	0, 06	0, 12
Akt_T308	1, 38	0, 35	1, 72	0, 47
AMPKa1	0, 58	0, 26	0, 27	0, 22
AMPKa2	1, 34	0, 38	2, 89	0, 54
b-Catenin	0, 50	0, 24	0, 09	0, 19
Chk-2	1, 38	0, 81	0, 78	0, 33
c-Jun	1, 18	0, 27	1, 05	0, 20
CREB	2, 55	0, 97	0, 03	0, 06
eNOS	0, 97	0, 22	1, 38	0, 85
ERK 1/2	0, 63	0, 46	1, 26	0, 85
Fak	0, 49	0, 17	0, 31	0, 10
Fgr	0, 49	0, 30	0, 01	0, 02
Fyn	0, 78	0, 29	0, 26	0, 18
GSK-3ab	1, 50	0, 59	0, 46	0, 19
Hck	0, 71	0, 35	0, 84	0, 37
HSP27	1, 04	0, 40	0, 35	0, 11
JNKpan	1, 05	0, 38	0, 67	0, 45
Lck	0, 48	0, 20	0, 03	0, 06
Lyn	0, 95	0, 21	0, 16	0, 21
MEK	0, 95	0, 21	0, 30	0, 26
MSK 1/2	1, 35	0, 28	3, 24	2, 59
mTOR	0, 91	0, 34	4, 10	2, 32
p27_T157	0, 60	0, 15	0, 17	0, 12
p27_T198	0, 71	0, 55	0, 01	0, 03
p38a	1, 02	0, 54	0, 03	0, 07
p53_S15	1, 19	0, 27	1, 12	0, 75
p53_S392	1, 08	0, 55	0, 13	0, 15
p53_S46	1, 37	0, 20	0, 95	0, 32
p70 S6 kinase_T229	0, 70	0, 32	2, 69	0, 59
p70 S6 kinase_T389	0, 44	0, 26	0, 00	0, 00
p70 S6 kinase_T421/S424	1, 23	0, 24	2, 50	0, 54
Paxillin	0, 85	0, 16	0, 63	0, 16
PLCg-1	0, 90	0, 27	0, 71	0, 10

(Continued)

Peptides	ALL (N = 24)		NBM (N = 4)	
	Mean	SD	Mean	SD
Pyk2	0, 74	0, 19	0, 60	0, 17
RSK 1/2	1, 30	0, 28	0, 91	0, 08
RSK 1/2/3	1, 28	0, 28	1, 88	0, 50
Src	0, 82	0, 22	4, 60	3, 70
STAT1	1, 06	0, 22	0, 60	0, 09
STAT2	1, 30	0, 35	2, 98	0, 84
STAT3	0, 59	0, 13	0, 03	0, 07
STAT4	1, 02	0, 53	0, 72	0, 11
STAT5a	0, 77	0, 17	0, 53	0, 83
STAT5a/b	1, 53	0, 30	0, 29	0, 41
STAT5b	1, 29	0, 77	0, 62	0, 96
STAT6	1, 36	0, 40	1, 13	1, 10
Yes	0, 93	0, 31	0, 69	0, 20

Supplementary Table 5: Description of CREB and phoshpo-CREB expression in various cell subtypes using RPPA. Above normal, normal and above normal protein expression levels are compared to the 90 interpercentile of NBM CD34⁺ protein levels.

A CREB Expression

							Percentages		
	Mean	SD	Median	Min	Max	Obs Number	> Normal expression	Normal expression	< Normal expression
Calla	0.004	0.533	0.081	-1.743	1.042	79	16.46%	59.49%	24.05%
Pre-B	0.066	0.418	0.097	-0.770	1.011	42	19.05%	52.38%	28.57%
T-ALL	0.004	0.589	0.159	-1.663	0.601	19	15.79%	57.89%	26.32%

B CREB_S133 Expression

							Percentages		
	Mean	SD	Median	Min	Max	Obs Number	> Normal expression	Normal expression	< Normal expression
Calla	0.065	0.530	0.152	-1.279	1.182	79	5.06%	30.38%	64.56%
Pre-B	0.138	0.548	0.226	-1.752	1.179	42	7.14%	35.71%	57.14%
T-ALL	-0.370	0.468	-0.368	-1.447	0.473	19	0.00%	5.26%	94.74%

Supplementary Table 6: List of up- and downregulated genes in both shCREB 2 and CREB3 versus shControl transduced cells (Student's *t*-test, $P < 0.05$). Genes significantly (inversely) correlated with CREB knockdown are cursive and bold highlighted (Pearson's correlation, $P < 0.05$).

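The table gives gene symbols only, as a list of upregulated and a list of downregulated genes, and prints no fold change or p-value for any of them. Of its 1022 genes, 970 were matched to a symbol on the arrays, and 689 of these passed the detection filter used here. Of the 370 measured genes listed as upregulated, 370 were higher on the arrays labelled shCREB2 and shCREB3, with a median log2 fold change of 0.21 (quartiles 0.15 and 0.29), and 312 were higher on all 8 arrays. Of the 319 measured genes listed as downregulated, 318 were lower, with a median of −0.27 (quartiles −0.38 and −0.17), and 252 were lower on all 8 arrays. ATOX1, HSD17B10 and DYNLRB1 stand among the upregulated and RFC3, USP38 and RAB8B among the downregulated genes, while CSTB and CREB1 are not listed. In limma's test of both shRNAs averaged, 36 of the upregulated and 55 of the downregulated genes passed, which is 91 of all 138 genes called, and 613 had an unadjusted p under 0.05. The lists were chosen by the study on these samples and are not independent evidence of direction. Of the measured genes, 95 differed between shCREB2 and shCREB3 at an adjusted p under 0.05 from limma. The number past the test was 165 with median scaling of the arrays, 0 with the deposited normalized values and 0 without Jurkat or Molt4.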

How the deposited data were processed for this re-analysis (not part of the article)

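The authors deposited signals per probe that were exported from GenomeStudio without normalization, and 1 detection p-value per probe and array, computed by the authors with the same software against the negative controls of each array. The authors also deposited a table of 34694 gene means, made from these signals, quantile-normalized between the 12 arrays and then put on a natural log scale, with the same median of 4.80 in every column. The arrays are Illumina HumanHT-12 v4 BeadChips by the paper's methods. Before the data were examined the plan took the deposited signals as usable and log2-transformable.

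In the deposited signals, 556840 of 567876 cells had lost the decimal mark. The place of the mark was restored from the table of gene means: for a gene with 1 probe the place nearest to the deposited value was taken, and these genes gave a curve from deposited to raw values on each array. For a gene with several probes, the places whose mean came nearest to that curve were taken, and had to lie within 0.02 of it on the natural log scale. For 10 genes with 33 probes the place stayed unsure, and these probes were left out. Of the 47323 probes, 3270 carry no gene symbol, and 8468 symbols have more than 1 probe.

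The restored signals were quantile-normalized and log2-transformed, so the log2 values are made here from the authors' deposited signals. A probe was kept with a detection p-value under 0.01 on at least 4 of 12 arrays, and each symbol was represented by its probe with the highest mean. This left 12498 genes. No background was subtracted, because the paper's methods name none.

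The 3 arrays of a line were paired because they come from the same cell line. For both shRNAs together, shCREB2 and shCREB3 were averaged within each line, shControl was subtracted, and the 4 differences were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3. The single shRNAs, their difference, and the difference between T-ALL and BCP-ALL lines came from limma fits with the line as a block or on the same differences. P-values were adjusted by Benjamini-Hochberg over all 12498 genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 restored the signals and drew the figures.

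Gene lists were tested with camera of limma at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Of 35 lists, 33 had at least 3 measured genes and were tested, with adjustment over these lists. They are the paper's genes of proliferation, apoptosis and glucose metabolism, and lists of glycolysis, the TCA cycle, serine and glycine, the pentose phosphate pathway, oxidative phosphorylation, the ATF4 amino acid response, tRNA synthetases, cholesterol synthesis, textbook CREB targets, the CREB family, DNA replication, mitosis, quiescence, inducers and inhibitors of apoptosis, p53 targets, MYC targets, ribosome biogenesis, ribosomal proteins, the proteasome, endosomes, lysosomes, ER stress, heat shock, interferon, T cells, B cells, myeloid cells, small noncoding RNAs and histones. Markers of erythroid cells and of the embryonic kidney cells used for virus packaging had 1 measured gene each. The lists of the ATF4 response, ribosome biogenesis, endosomes and small noncoding RNAs were written after the paper's table of genes had been seen. The list checks without each line, and under other normalizations, were added after the data were seen.

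Genes were named by fixed rules: the genes the paper names, the 10 largest rises and the 10 largest falls past the test, the 5 smallest p-values between the lineages, the 5 smallest p-values per direction between the shRNAs, and up to 2 members of each gene list with the largest rise and 2 with the largest fall. Genes under rises and falls also had to change in the same direction on all 8 arrays. The relation to CREB1 mRNA used values centred within each line and all 1296 exchanges of the arrays within lines.

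The fits were tested on simulated data with the real residual spread and 100 changed genes per size. Each change was the same in every line and with both shRNAs, and the noise was independent between genes. The rates below therefore need not hold for real changes, which differ between lines and shRNAs. For both shRNAs together, 83% of changes of 0.5 and 97% of changes of 1 on the log2 scale were recovered, with 7 false calls. For shCREB2 these were 81%, 96% and 10, and for shCREB3 79%, 98% and 10. Where nothing was changed, 0 genes were called. A shifted gene list had a camera p of 4.8e-50 and an unshifted list 0.57. The genes of these lists did not correlate, unlike those of real lists such as DNA replication (estimated correlation 0.81).

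Alternatives set at the start were background correction by normexp with detection p-values (offset 16) or with offset 50, median scaling, the deposited normalized values, 3 other filters, the mean of a gene's probes or all its probes, no replicate block, the methods' t-test (paired and unpaired), all 12 arrays in 1 fit, a trend in eBayes, array weights, a minimum change of 1.5-fold, only the 8 arrays compared, and leaving out each line and each array. The slide as a block was not run because the files name no slides. The tests of all deposited rows by t statistics, and the exchange of the reference vector, were added after the data were seen.

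To test counts against chance, each of 81 choices of 1 array per line as the control was fitted for both shRNAs together. For each single comparison there were 8 distinct exchanges within lines. For the counts in both shRNAs, 100 of 648 relabelings were drawn. For shared controls, unchanged groups were simulated 100 times.

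The protein blots, the KEGG analysis and the functional assays of the paper were not analysed here.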

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

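The tests of an exchange of labels within 1 line, of CREB1 probes at background, of CREB target genes, of silencing by 1 shRNA and of a smaller response in RS4;11 were chosen after the results were seen, as was the comparison with another vector as reference.

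CREB1 mRNA was 0.18 higher on the arrays labelled shCREB2 and shCREB3 than on shControl (adjusted p = 0.20 from limma), while the blots of the paper show less protein. An exchange of labels in 1 line would give a negative correlation of its changes with those of another line, but the lowest was 0.326, and the CREB1 probe passed the detection p-value on 12 of 12 arrays, so a probe at background is excluded as well. A loss of CREB activity without a loss of mRNA could remain: textbook CREB targets had a median of 0.111, carried by Nalm6 (−0.0035 without that line), which leaves it open. An exchange of vectors in all 4 lines would leave these correlations unchanged and also stays open. With shCREB2 or shCREB3 as the reference, 600 and 132 genes passed in both other vectors after adjustment, against 40 with shControl, but with both others averaged 0 and 780 passed, against 138.

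More genes differed between shCREB2 and shCREB3 (1827) than between shCREB2 or shCREB3 and shControl (1013 and 204), but with only the 8 arrays compared 390 differed against 814 for shCREB3, and without shCREB3 of Nalm6 817 against 1089 for shCREB2. The array of Nalm6 with shCREB2 alone does not explain it, since 1897 genes differed without that array. In the normalized values a trend with signal level was small: the largest median difference over 10 bins of level was 0.043 of the median called difference. Quantile normalization makes such a trend small in advance, so this cannot exclude a trend in the signals before it. Silencing of further mRNAs by each shRNA may contribute. Of 29 genes that 1 shRNA moved over 2-fold from both shControl and the other shRNA, which moved them much less, 100% fell. The 95% confidence interval of 88.1% to 100% treats genes as independent, which they are not. Of the 29, 20 fell with shCREB2 (PSAT1, PIP4K2A and PPPDE2 among them) and 9 with shCREB3 (PHGDH and CSTB among them). Among all genes moved over 2-fold with shCREB2, falls also outnumbered rises in Jurkat (52 against 6), Molt4 (76 against 16) and Nalm6 (217 against 143), but not in RS4;11 (0 against 1). The sequences of the shRNAs are not given in the sources used here, so matches to these mRNAs could not be looked up.

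Changes in RS4;11 were smaller: 1 gene per shRNA moved over 2-fold, against 58 and 24 in Jurkat, 92 and 40 in Molt4, and 360 (the array that stood apart) and 77 in Nalm6 for shCREB2 and shCREB3. In the normalized values, RS4;11 shControl spread by 0.542 around the other controls, against 0.475, 0.425 and 0.555 for the other lines. Quantile normalization gives every array the same range in advance, and differences between lines enter this spread. It therefore cannot exclude a compressed range in the signals before normalization. The same response at a smaller size may apply, with a slope of 0.271 on the other lines for shCREB2, against 0.669 to 1.24 for each other line on its remaining 3 lines, which include RS4;11 and so raise these slopes. A share of cells without the shRNA could give this too, since the slope over genes moved by 1 shRNA alone differed by only 0.0699 from that over all genes. These 2 explanations were not separated here.

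Named genes whose change in RS4;11 stood apart from the other 3 lines were VPS26A, a retromer subunit (0.15), CSTB, a cathepsin inhibitor (−0.47), RAB8B, a small GTPase (−0.30), and PIP4K2A, a lipid kinase (−0.29). These are 4 of 52 groups tested, and chance flags about 1 in 20, or 2.6.

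Between shCREB3 and shCREB2, PSAT1 of serine synthesis differed by 1.30, PHGDH of the same pathway by −1.44, CSTB by −2.0, the kinase MAPK3 by −1.79, ZMYND11, a reader of histone H3.3, by 1.46 and PIP4K2A by 1.10.

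Further gene lists that passed camera's test, but not with an estimated correlation, had median log2 fold changes of −0.19 (ATF4 response), −0.11 (cholesterol synthesis), −0.15 (DNA replication), −0.14 (mitosis), −0.12 (MYC targets), −0.038 (proteasome), −0.17 (ribosome biogenesis), −0.068 (tRNA synthetases), 0.093 (endosomes), 0.12 (lysosomes) and 0.34 (small noncoding RNAs).

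For both shRNAs together, 2 of 81 choices of the control gave at least the 138 genes of the real one, the real one included. Choices that mix vectors put the difference between shCREB2 and shCREB3 into the error, so this share does not exclude chance for shControl against the shRNAs. With 1 vector as the control throughout, shCREB2 gave 0 and shCREB3 gave 780, the highest other choice, which points to a structure of the samples by vector. For the single comparisons the 8 exchanges are too few for a share under 0.05: 1 of 8, the real one, reached 1013 for shCREB2, 204 for shCREB3 and 1827 for their difference, and the highest other gave 0 each time.

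For the genes in both shRNAs, 3 of 100 relabelings reached the 40 genes of the adjusted count (highest other 230) and 8 of 100 the 598 of the unadjusted count (highest other 1915). For the methods' paired test of the deposited values, 4 of 100 reached the 391 genes (highest other 765). None of these excludes chance, because mixed relabelings are lowered by the same difference and shControl gave the smallest of the 3 counts with 1 vector as reference (40, 600 and 132 adjusted, and 391, 965 and 686 by the methods' test). The larger counts came from relabelings with shCREB2 or shCREB3 as the control in at least 3 lines, a structure of the samples by vector. For the gene lists, 6 of 81 choices reached the 16 real lists (highest other 16), which does not exclude chance.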

How the results depend on the processing

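The 4 tests of all deposited rows by t statistics, the list tests without a line or under another normalization, and the exchange of the reference vector were chosen only after the results were seen, and the other alternatives before. The cause of a shift was not tested unless the setting itself shows it.

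With background correction by detection p-values, 0 genes were higher and 0 lower for both shRNAs together, 92 changed with shCREB3, 15 in both shRNAs and 0 of the paper's listed genes passed. With normexp at offset 50, 104 were higher, 198 lower and 191 listed genes passed. With median scaling, 126 were higher, 64 changed in both and 165 listed genes passed. With the deposited normalized values, 0 were higher, 0 lower, 126 changed with shCREB3, 26 in both and 0 listed genes passed.

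Without a filter on dim probes, 22 were higher, 56 lower, 116 changed with shCREB3, 19 in both and 48 listed genes passed. With detection on all 12 arrays, 96 were higher, 177 lower and 172 listed genes passed, and with a detection p under 0.05, 23 were higher. With the mean of a gene's probes, 0 were higher, 0 lower and 0 listed genes passed. Signals near background limit what can be seen for dim genes, whose changes are compressed without background subtraction.

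Without the replicate block, 0 genes were higher, 0 lower, 0 changed with shCREB2, 0 with shCREB3 and 0 in both, 67 in both by unadjusted p, 4 differed between the shRNAs and 0 listed genes passed, since the differences between lines then enter the error. All 12 arrays in 1 fit gave 0 higher, 0 lower and 0 listed genes.

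The methods' paired t-test with Benjamini-Hochberg adjustment gave 0 higher, 0 lower, 1 with shCREB2, 0 with shCREB3, 0 in both, 0 between the shRNAs and 0 listed genes, and at P under 0.05 902 higher, 852 lower, 1769, 1969 and 275 in both. The unpaired test gave 0 for each of these after adjustment, and at P under 0.05 136 higher, 243 lower, 630, 464, 76 in both and 843 between the shRNAs.

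A trend in eBayes gave 78 higher and 173 lower. Array weights gave 207 higher, 326 lower, 1334 with shCREB3, 181 in both and 2940 between the shRNAs. A change of at least 1.5-fold left 6 higher, 29 lower, 188 with shCREB2, 61 with shCREB3, 8 in both and 286 between the shRNAs. With only the 8 arrays compared, 0 changed with shCREB2, 814 with shCREB3 and 0 in both, and 390 differed between the shRNAs.

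The added tests of all deposited rows gave 391 genes in both shRNAs (paired), 1161 (paired, 1-tailed), 1018 (paired, with the critical value for 6 degrees of freedom) and 233 (unpaired). For both shRNAs averaged, camera with an estimated correlation and fry left 0 gene lists. For a single shRNA fry did leave lists. The smallest adjusted p was 0.00185 for shCREB2 (inducers of apoptosis, higher) and 0.0259 for shCREB3 (among them tRNA synthetases). Between the shRNAs it was 0.00057 (inducers of apoptosis, lower with shCREB3 than with shCREB2).

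Leaving out each line or array in turn gave ranges of 0 to 161 higher and 0 to 289 lower for both shRNAs together, 0 to 1505 for shCREB2, 0 to 837 for shCREB3, 0 to 114 in both, 273 to 798 in both by unadjusted p, 0 to 2217 between the shRNAs, 0 to 431 between the lineages, 0 to 223 listed genes past the test, 0.11 to 0.41 for the correlation of the shRNAs and 14 to 292 for the genes related to CREB1. CREB1 with shCREB2 ranged from −0.00047 (without Molt4, a turned sign) to 0.2025 (without RS4;11).

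Of 38 named genes, 22 passed the test, and no call was left without Jurkat or Molt4, without the replicate block, with the mean of a gene's probes or with the deposited normalized values. CSNK1A1 turned to 0.0026 with median scaling and to 0.011 without shCREB2 of Jurkat, the highest value when leaving out, and the lowest was −0.050 without its shCREB3 array. Over all settings of the named genes, 567 results stayed the same, 38 were stronger, 341 weaker and 2 reversed. The slide as a block was not run, because the files name no slides.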

Differences from the paper's values

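The paper's Supplementary Table 6 lists 1022 genes as changed in both shRNAs at P under 0.05, and 598 were found here by limma at an unadjusted p under 0.05 in both, where the paper's table names Student's t-test (the methods' t-test gave 275 when paired and 76 when unpaired). The counts of 598, 275 and 76 rest on the 12498 genes past the detection filter. That filter kept 689 of the 970 listed genes matched to the arrays. Of the alternatives set before the data were examined, median scaling (683), no filter on dim probes (867), array weights (712), only the 8 arrays compared (701) and leaving out shControl of RS4;11 (798) come within 1.5 times of the paper's value, and all others do not. The paper's 535 upregulated genes stand against 332 here, and median scaling (506), no filter (485), array weights (390), only the 8 arrays (367) and leaving out shCREB2 of Nalm6 (366) or shControl of RS4;11 (426) come within 1.5 times, and the others do not. The paper's 487 downregulated genes stand against 266 here, and no filter (382), only the 8 arrays (334) and leaving out shControl of RS4;11 (372) come within 1.5 times, and the others do not.

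The tests of all deposited rows were chosen after seeing the values: the paired t statistic with the critical value for 6 degrees of freedom gave 1018 genes and drops 21 of the 970 listed genes that could be matched, the 1-tailed paired test gave 1161 and drops 5, the paired 2-tailed test gave 391 and drops 590, and the unpaired test gave 233 and drops 813.

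Of the paper's listed genes, 510 upregulated and 463 downregulated ones are given as related to CREB protein, against 62 and 62 related to CREB1 mRNA here by exact permutation p under 0.05. The paper sets P under 0.05 by Pearson's correlation for this relation, against protein, which was not analysed here. None of the alternatives comes within 1.5 times of the paper's values.

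The paper describes the upregulated genes as running opposite to CREB protein. Here the median r with CREB1 mRNA was 0.46 for the upregulated and −0.42 for the downregulated genes, and −0.15 and 0.20 within the 8 arrays labelled shCREB2 or shCREB3.

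The paper treats these cells as having less CREB. CREB1 mRNA was 0.18 higher here on the arrays labelled shCREB2 and shCREB3, and higher on 6 of 8 arrays.

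The paper names CSNK1A1 among the genes of proliferation that fell, and its change here was −0.02, lower on 4 of 8 arrays. The other 8 named genes of proliferation were lower and the 3 named genes of apoptosis higher, as the paper has them, with adjusted p above 0.05 from limma for both shRNAs averaged. With shCREB2 alone 5 of the 9 genes of proliferation and 3 of the 3 of apoptosis passed in the paper's direction, and with shCREB3 alone 2 and 0. Of the 8 named genes of glucose metabolism, PSAT1, PHGDH, DLAT and IDH3A passed the test for both shRNAs averaged and GPI, ALDOC, PKM2 and SHMT2 were lower without passing it, while 4 passed with shCREB2 alone and 3 with shCREB3 alone. Of 689 measured genes of the paper's table, 688 had the paper's direction.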

Other observations

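The lists of the ATF4 response, ribosome biogenesis, endosomes and small noncoding RNAs were written only after the paper's table of genes had been seen.

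On the arrays labelled shCREB2 and shCREB3, WDR75, which works in the small-subunit processome, fell by 0.41 (standard error 0.07), and NCL, nucleolin, by 0.65 (standard error 0.11). The change of NCL was −0.17 with shCREB2 and −1.13 with shCREB3. HMGCS1 of sterol synthesis had −0.63 and DDIT3, a stress factor under ATF4, 0.26. VPS37B and VPS37C of the ESCRT-I complex had 0.57 and 0.70, ATP6V1A of the lysosomal proton pump fell by 0.68, and the lipase LIPA had −1.0 with shCREB2 and 0.02 with shCREB3.

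Of 38 genes of ribosome biogenesis, 1 fell and 17 were lower adjusted over the list alone, with adjusted p = 2.0e-09 from limma's camera. Of 31 genes of the ATF4 response, 2 fell, and 16 were lower and 1 higher adjusted over the list alone (2.4e-09). Of 39 MYC targets, 1 fell and 8 were lower adjusted over the list alone (2.0e-07). Their median was −0.31 in Nalm6 against −0.08 to −0.04 in the other lines, and −0.059 without Nalm6. The list of cholesterol synthesis, with 24 genes, had an adjusted p of 6.4e-04, and 0.0585 without Molt4, with a median of −0.17 for shCREB2 and −0.03 for shCREB3, and of −0.045 for both without shCREB2 of Nalm6. Of 19 tRNA synthetases, 0 passed by either adjustment for both shRNAs averaged (0.0205, and 0.093 without Jurkat, with medians of −0.011 for shCREB2 and −0.094 for shCREB3). With shCREB3 alone 1 fell, and 2 were lower adjusted over the list alone. The list then had an adjusted p of 1.1e-04 from camera and 0.289 with an estimated correlation, against 0.89 from camera with shCREB2 alone. Of 32 proteasome genes, 0 passed for both shRNAs averaged and 1 was lower adjusted over the list alone, PSMA4 with −0.32 (0.027, and 0.185 without Nalm6). Of 33 endosome genes, 3 rose, and 13 were higher and 2 lower adjusted over the list alone (6.4e-04, with medians of 0.18 for shCREB2 and 0.06 for shCREB3, and of 0.0498 for both without shCREB2 of Nalm6). Of 37 genes of lysosomes and autophagy, 2 fell, and 11 were higher and 4 lower adjusted over the list alone (0.018, and 0.154 without Nalm6). Each had an adjusted p of 0.475 with an estimated correlation.

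Small noncoding RNAs, such as RN7SK of the 7SK particle (0.91) and RN5S9 of 5S ribosomal RNA (0.73), were higher, with 2 of 17 past the test and 11 higher and 1 lower adjusted over the list alone (adjusted p = 6.4e-06 from limma's camera, and 0.475 with an estimated correlation).

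Lists that did not pass limma's camera for both shRNAs averaged were the CREB family (17 genes, median 0.05, adjusted p = 0.19, with CRTC3 at 0.33), quiescence and CDK inhibitors (16, 0.10, 0.106), interferon response (32, −0.03, 0.10, with OAS2 at −1.32 for shCREB2 and 0.0071 for shCREB3), ER stress (20, 0.04, 0.46, with ERN1 higher by 0.43 past the test), heat shock (17, −0.02 with a mean of 0.004, 0.64), ribosomal proteins (46, −0.02, 0.30, with RPL29 fallen by 0.42) and histones (17, 0.08, 0.103, with H2AFX higher by 0.39 past the test). For identity genes these were T cells (27, 0.0014, 0.64), B cells (24, 0.04, 0.41) and myeloid cells (4, 0.06, 0.35). HBA2, the measured erythroid gene, had −0.57 (adjusted p = 0.37 from limma), with 9.17 on the shControl array of Nalm6 and 6.91 to 7.42 on the other 11, and CDH2, the measured gene of embryonic kidney cells, 0.12 (adjusted p = 0.47 from limma).

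Between BCP-ALL and T-ALL lines, 0 genes differed in their change (limma, smallest adjusted p 0.34), and 540 had an unadjusted p under 0.05, while 431 genes passed when RS4;11 or its shControl array was left out, which leaves Nalm6 alone for BCP-ALL. TMEM154, a membrane protein, differed by 1.11, TMEM98 by 0.94, SRGN, a proteoglycan of granules, by 0.82, GPSM1 by 0.77 and TNFRSF4, a receptor of activated T cells, by −0.86, with 2 lines per lineage.

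Between shCREB3 and shCREB2, KIAA0494 differed by 1.39, the nuclear import receptor TNPO3 by 0.67, ANKRD28 by 0.65 and SNX26 by 0.55, and MLLT11 by −1.25, CTXN1 by −0.87, MYOM2 by −0.85 and the ubiquitin ligase RNF5 by −0.57.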
